# Early Transcriptional Liver Signatures in Experimental Visceral Leishmaniasis

**DOI:** 10.3390/ijms22137161

**Published:** 2021-07-02

**Authors:** Génesis Palacios, Raquel Diaz-Solano, Basilio Valladares, Roberto Dorta-Guerra, Emma Carmelo

**Keywords:** transcriptional profiling, high-throughput RT-qPCR, multivariate analysis, principal component analysis, *Leishmania infantum*, gene expression, gene signature, liver, mouse experimental model

## Abstract

Transcriptional analysis of complex biological scenarios has been used extensively, even though sometimes the results of such analysis may prove imprecise or difficult to interpret due to an overwhelming amount of information. In this study, a large-scale real-time qPCR experiment was coupled to multivariate statistical analysis in order to describe the main immunological events underlying the early *L. infantum* infection in livers of BALB/c mice. High-throughput qPCR was used to evaluate the expression of 223 genes related to immunological response and metabolism 1, 3, 5, and 10 days post infection. This integrative analysis showed strikingly different gene signatures at 1 and 10 days post infection, revealing the progression of infection in the experimental model based on the upregulation of particular immunological response patterns and mediators. The gene signature 1 day post infection was not only characterized by the upregulation of mediators involved in interferon signaling and cell chemotaxis, but also the upregulation of some inhibitory markers. In contrast, at 10 days post infection, the upregulation of many inflammatory and Th1 markers characterized a more defined gene signature with the upregulation of mediators in the IL-12 signaling pathway. Our results reveal a significant connection between the expression of innate immune response and metabolic and inhibitory markers in early *L. infantum* infection of the liver.

## 1. Introduction

Visceral leishmaniasis (VL) is one of the clinical forms of leishmaniasis, caused mainly by the intracellular protozoan *Leishmania donovani* or *Leishmania infantum*. Although there exist many experimental animal models for VL (e.g., rodents, dogs, monkeys, etc.), none of these models accurately reproduces what happens in humans (reviewed in [1]). The Syrian golden hamster is considered to be the best experimental model to study VL (reviewed in [1]), since it closely mimics the clinicopathologic features observed in naturally infected dogs and humans. However, the use of Syrian hamster models is limited due to the unavailability of some reagents [2,3]. The murine animal model (mainly the BALB/c and C57BL/6 strains) has been extensively used in the immunological study of this disease. BALB/c is a susceptible strain that develops a life-long chronic infection which is not fatal to the host [3]. Although experimental murine models of VL do not allow exact extrapolations with subclinical infection in humans, they have nonetheless been useful in identifying genes and predicting their functional roles in protective immune response (reviewed in [1]). For these reasons, we decided to use BALB/c as the experimental model in this study. When the infection is reproduced in an experimental model, an immune response occurs in the main affected organs, liver and spleen. In the liver, the formation of cellular infiltrates or inflammatory granulomas occurs around the infected macrophages. Kupffer cells (KC) are key in this process, since these are the main tissue macrophages that cover hepatic sinusoids and are the main target of infection by strains of *Leishmania* causing VL [4,5].

The study of transcriptional changes at the tissue level represents a significant strategy to evaluate host–pathogen interactions and to elucidate the mechanism of pathogenesis of experimental VL. Many studies have focused on the transcriptomic analysis of immunological response in the spleen in *Leishmania*-infected experimental hosts [6,7,8,9], where many mediators were found to play a role in M1/M2 and Th1/Th2 responses, and also markers of T reg, Th17, and Tfh cells are involved (reviewed in [10]). However, transcriptomic analysis regarding immunological response mechanisms in the liver (where infection develops shortly after inoculation) are scarce [9]. Additionally, most studies in infected livers have been carried out after the acute phase when parasitic load is plateauing and infection control is underway [9]. Interestingly, transcriptomic analysis of the immunological response to *L. donovani* infection using blood, spleen, and liver tissue of BALB/c mice has shown a remarkably common signature with the upregulation of interferon responsive genes in all tissues [9]. These sort of studies are useful for the identification of the pathways and immunological processes involved in infection, and have been used in the search for immunomodulatory strategies [6,11,12]. One example of this in experimental VL is type I interferon signaling. Manipulation of this pathway was found to be an encouraging strategy for improving disease outcomes in VL patients [13]. The in-depth analyses of the processes that drive early infection will provide a better insight into the immunological strategies that could control *L. infantum* infection.

The methodology used in this study is based on high-throughput real-time qPCR for the amplification of 223 genes related to both the immune response and lipid and carbohydrate metabolism. This is a highly sensitive and specific technology designed to perform large-scale gene expression analyses, allowing the correction of experimental variations by normalization. High-throughput real-time qPCR presents one important advantage over the most widely used methodologies in transcriptomics (RNA-seq, microarrays, etc.), namely that the results do not require validation by qPCR. Gene expression is also well-correlated with protein expression for numerous markers (such as IL12, IL10, IFN-γ, TLR2-4, TNF-α) in murine models [14]. In this large-scale analysis, three different parameters were integrated: parasite burden in liver tissue, the weight of the organ, and gene expression profile in the liver at different timepoints. This large dataset was streamlined using principal component analysis (PCA) in order to identify a particular gene signature for some timepoints based on the contribution of each gene’s expression. PCA analysis revealed strikingly different gene-expression patterns between timepoints, dependent on the molecular processes taking place during early infection. In our experiments, at one day post inoculation (p.i.), a number of genes involved in interferon signaling pathway and cell chemotaxis were upregulated. However, at ten days p.i., the gene signature was characterized by a focused response including upregulation of genes involved in the interleukin-12 signaling pathway. The expression of inhibitory and metabolism markers was also assessed in the context of early *L. infantum* infection.

## 2. Results 

### 2.1. Leishmania Infantum Infection Is Established in Liver 24 h Post Inoculation

As early as 24 h post inoculation, high parasitic burden was detected in the liver tissue, indicating that the infection was already established in this organ (Figure 1A). This parasitic burden remained stable until three days p.i. At five days p.i., parasitic burden jumped two orders of magnitude and remained elevated subsequently. Hepatomegaly in the infected mice groups was not evident one and three days p.i., but small differences arose at five days p.i. and particularly at ten days p.i. (Figure 1B), which is in agreement with the leap in parasitic burden observed (Figure 1A). Given our results, it seems clear that although the liver was already colonized 24 h after *L. infantum* inoculation, clinical signs (such as patent inflammation) appeared a few days later in the infection in BALB/c mice.

### 2.2. Multivariate Analysis Identified Particular Gene Expression Profiles at 1- and 10-Days Post Infection

In order to identify gene expression profiles in this large dataset, PCA analysis was performed using normalized relative quantity (NRQ) of all infected (*n* = 24) and control (*n* = 24) mice at all timepoints (Figure 2). 

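Liver RNA of 48 BALB/c mice was measured, from 6 infected and 6 control mice at each of 1, 3, 5 and 10 days p.i. TaqMan OpenArray plates were used, on which each assay is a commercial primer and probe set read by real-time PCR in wells of nanolitre volume. The measurement is the quantification cycle (Cq), the cycle at which fluorescence passes a threshold, so that a lower Cq means more transcript and 1 cycle stands for a factor of 2. According to the methods, each sample was amplified in 3 replicate wells, the platform's values were corrected for amplification efficiency and for candidate reference genes, and the arithmetic mean Cq was kept. The authors deposited mean Cq values as a table labelled non-normalized, a list of 224 rows named by TaqMan assay identifier. The list pairs no identifier with a gene name, and Table S1 was not used here, so the values are reported by assay. The first 112 rows and the following 112 rows are called here the first and the second part of the assay list. In all, 221 assays were distinct, and 3 of them were in both parts. Of 10752 pairs of assay and mouse, 2330 (21.7%) held no Cq and were taken as undetected, and the Cq values ran from 12.5 to 34.4. Detected assays per mouse ranged from 119 to 173 (median 157) in control mice and from 165 to 200 (median 192.5) in infected mice at 1 day p.i. At 3 days p.i. the range was 150 to 172 (median 166) in control mice and 166 to 195 (median 184.5) in infected mice. Control mice at 5 days p.i. had 161 to 186 detected assays (median 182) and infected mice 162 to 200 (median 191.5). At 10 days p.i. there were 170 to 188 (median 187) in control mice and 148 to 187 (median 177.5) in infected mice. The 10 rows undetected in every mouse were left out, which left 214, with 106 in the first part and 108 in the second part. The paper normalized to *Lta4h* and *P38mapk*; the mean Cq of the 69 assays detected in every mouse, 26 of the first part and 43 of the second part, was used in their place here. The log2 relative quantity of an assay was this mean minus the Cq of the assay, and the NRQ was its linear value. An undetected well was set 1 cycle above the highest Cq measured for that assay. Single mice differed in how far the parts lay from each other. The mean Cq of the reference assays of the first part minus that of the second part ranged from -2.05 to 5.84 cycles, with a mean of 0.955 ± 1.96 (SD, *n* = 48). Across the 48 mice, this difference, taken here without the 3 assays measured in both parts (23 and 42 reference assays left), followed that of these 3 assays, with Pearson's *r* = 0.946 and Spearman's rho = 0.910 (permutation *p* = 1e-05 for each, two-sided, the smallest that 100000 resamples can give), the only relation across mice that was tested. Without the 2 mice farthest from the median it was *r* = 0.931, and within the 8 groups it was 0.869 to 0.993. The decimals of the Cq values carried offsets shared by sets of mice, which were read as plates, 11 in the first part and 12 in the second part. In the first part, no inferred plate held both infected and control mice of 1 day, or both of 10 days.

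**Figure D1:**
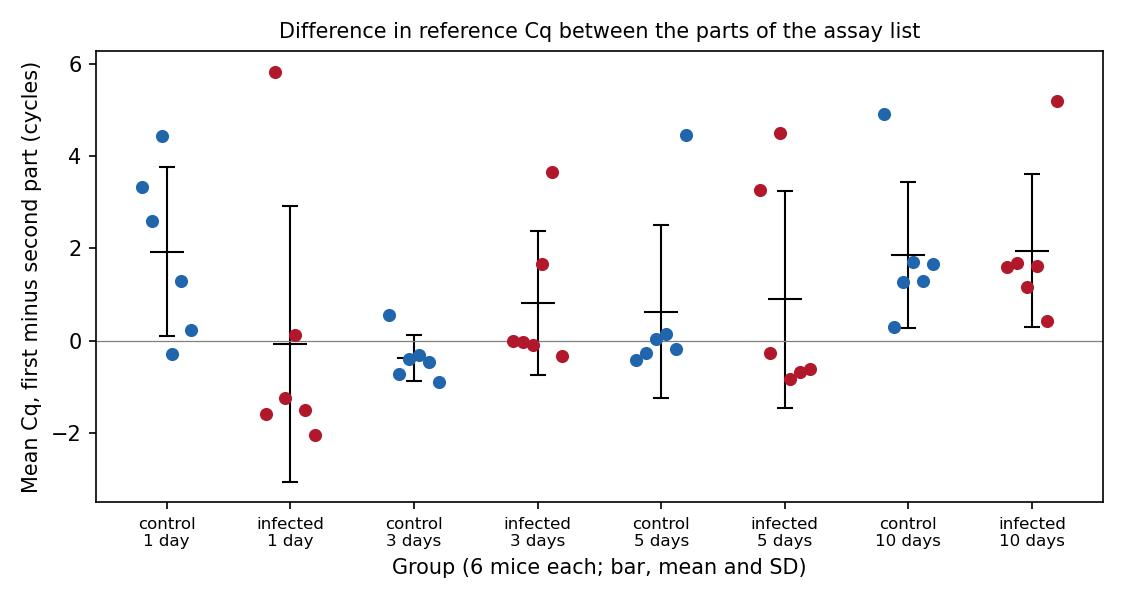
Difference in the mean Cq of the reference assays, first minus second part of the assay list (y axis, cycles), for each mouse (dots; control blue, infected red) in the 8 groups of 6 mice (x axis), with the mean and SD of each group as a bar. Most mice lie between -2.05 and 1.71 cycles, and the highest, an infected mouse of 1 day, lies at 5.84.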

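Principal components were computed from the correlation matrix of the linear NRQ values of the 214 assays over the 48 mice, without rotation, since the methods name none. They were numbered by the variance they explained, because without gene names the assays could not be set against the genes of Table 1. The 4 leading components explained 34.6%, 16.7%, 10.2% and 5.20% of the total variance, 66.7% together (jackknife standard error over mice, 7.34 percentage points). With each mouse left out in turn, the cumulative share was between 60.1%, without infected replicate 2 of 1 day p.i., and 69.5%, without infected replicate 4 of 10 days p.i. The share was 49.2% with a separate reference for each part of the assay list, chosen after seeing the data. With every pair of the 69 assays taken in turn as the only reference assays, the share ranged from 50.0% to 85.0%.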

Four components were extracted with 60.84 % (cumulative) of the total variance explained. Principal component 2 (PC2) and principal component 3 (PC3) were used for subsequent analysis (Table 1). 

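Component scores are given in SD units, with a mean of 0 over the 48 mice. On component 2, infected mice at 1 day p.i. had a score of 1.82 ± 1.41 (SD, *n* = 6) and control mice of that day -0.664 ± 0.689 (SD, *n* = 6). The lowest infected mouse of that day scored 0.917, and the 42 mice of all other groups scored between -1.43 and 0.514, so that 6 of 6 infected mice lay above every other mouse. At 3 days p.i. the score was -0.171 ± 0.656 (SD, *n* = 6) in infected mice and 0.152 ± 0.197 (SD, *n* = 6) in control mice. At 5 days p.i. it was -0.0989 ± 0.794 (SD, *n* = 6) in infected and -0.136 ± 0.640 (SD, *n* = 6) in control mice. The scores of 10 days p.i. were -0.412 ± 0.460 (SD, *n* = 6) in infected and -0.489 ± 0.338 (SD, *n* = 6) in control mice. The highest score of all, 4.65, was that of infected replicate 2 at 1 day p.i., and the next infected mouse of that day scored 1.63.

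**Figure D2:**
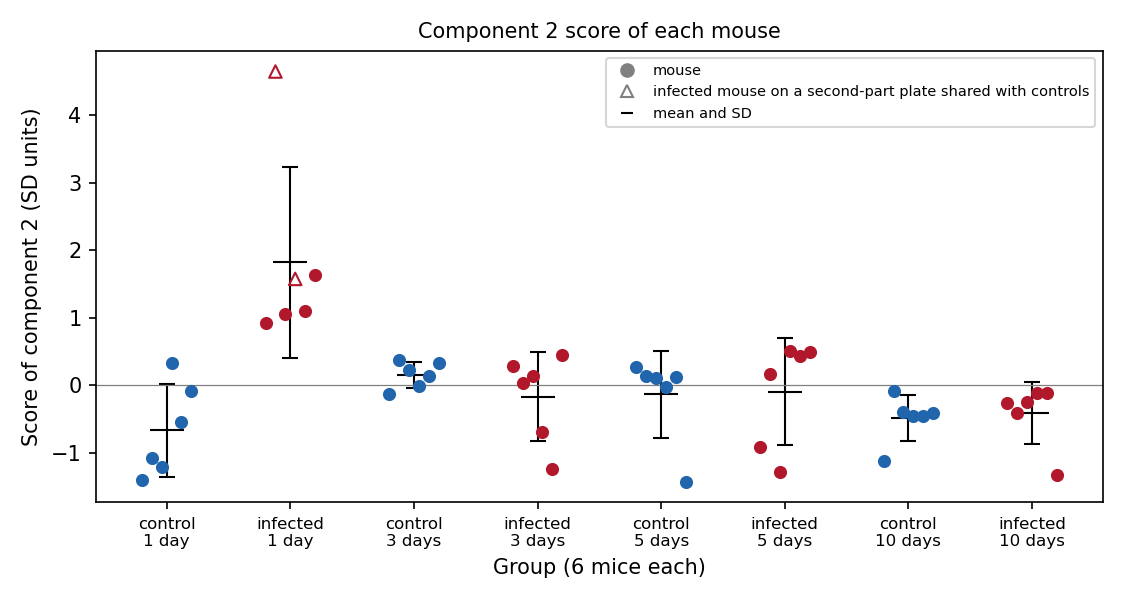
Score of component 2 (y axis, SD units) of each mouse in the 8 groups of 6 mice (x axis; control blue, infected red), with the mean and SD of each group as a bar; open triangles are the 2 infected mice of 1 day measured on a second-part plate shared with control mice. All 6 infected mice of 1 day lie above the 42 other mice, and 1 triangle stands apart at 4.65.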

PCA analysis showed that, one day post infection, mice infected with *L. infantum* formed a subset (Figure 2, indicated by a blue cloud). This was confirmed by two-way analysis of variance ANOVA (*p* < 0.01), having the score of PC2 as the response variable and time post infection (1, 3, 5, and 10 days post infection) and condition (either infected or control) as factors. Therefore, as early as 24 h post-inoculation, infected mice showed a clearly divergent gene-expression profile driven by the expression of genes correlated to PC2 as a response to infection by *L. infantum* (Table 1).

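Scores of infected and control mice of the same day were compared by an exact two-sided permutation test of the difference in means, and the 16 tests of 4 components on 4 days were adjusted together by the Benjamini-Hochberg method. For component 2, infected minus control was 2.48 at 1 day p.i. (exact permutation *p* = 0.00216, the smallest that 6 mice against 6 allow; adjusted *p* = 0.0115). The difference was -0.323 at 3 days (exact *p* = 0.331), 0.0376 at 5 days (exact *p* = 0.974) and 0.0769 at 10 days p.i. (exact *p* = 0.688). Whether these differences themselves changed between days was not tested. Component 1 separated infected from control mice on none of the 4 days (exact *p* from 0.238 to 0.998), and for component 4 the lowest *p* was 0.0152 at 3 days p.i. (exact test; adjusted *p* = 0.0606). Against the 42 other mice together, the infected mice of 1 day scored 2.08 higher on component 2 (permutation *p* = 1e-05, two-sided, the smallest that the resamples can give). Without infected replicate 2 the order of the components changed, and the one matched by its scores (*r* = 0.849) was component 1, with a difference to the control mice of 1.43 (exact permutation *p* = 0.0433) and 4 of 5 infected mice above every control mouse; with any other mouse of the day left out it was 2.34 to 2.69. In the first part of the assay list, the 6 infected mice of 1 day were on 1 inferred plate that held no control mouse. In the second part, infected replicates 2 and 4 were on a plate with 1 control mouse of 1 day and 4 control mice of 10 days, and the other 4 infected mice were on a plate of their own. These 4 mice scored 1.17 on average against the -0.664 of the control mice (exact permutation *p* = 0.00952). Their differences in reference Cq between the parts, -2.05 to -1.25 cycles, were the lowest of all mice, so this score may follow that difference. With a separate reference for each part, the difference between infected and control mice was 2.24 (exact permutation *p* = 0.00216). Infected replicates 2 and 4 then scored 4.76 and 4.33, and the 4 infected mice on their own plate 0.191 to 0.391, above the control mice of the day at -0.738 to -0.151 (exact permutation *p* = 0.00476 for the 4 against 6), while 1 of the 42 other mice scored above the lowest of them. With this reference the difference was -0.0806 at 3 days (exact permutation *p* = 0.463), 0.271 at 5 days (exact permutation *p* = 0.00649) and 0.446 at 10 days (exact permutation *p* = 0.0108).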

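For each assay, its loading is its correlation with the component over mice. An assay was counted as correlated with component 2 when the absolute loading was at least 0.544, the paper's lowest listed PC2 loading in Table 1. This held for 45 of the 214 assays, all of them among the 108 assays of the second part of the assay list. In the first part the loadings on component 2 ranged from -0.291 to 0.530. On component 1 they ranged from -0.765 to 0.0268 in the first part and from 0.0825 to 0.923 in the second part. Component 1 thus mainly divided the parts of the assay list. Without infected replicate 2 of 1 day, 28 assays passed the limit of 0.544 on the component matched by its loadings (component 2, *r* = 0.741) and 113 on the one matched by its scores (component 1, *r* = 0.849). From the separation of the infected mice of 1 day on the PC2 score, the paper concludes that infection changed the expression profile by the first day and that the genes correlated with PC2 drove the change.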

PCA analysis also showed that *L. infantum* infected mice at ten days p.i. form another subset (Figure 2, indicated by a green cloud). 

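On component 3, infected mice at 10 days p.i. scored 2.25 ± 1.41 (SD, *n* = 6) and control mice of that day -0.278 ± 0.0961 (SD, *n* = 6). Infected replicates 1 to 5 scored between 1.53 and 3.69, above all 42 mice of the other groups, which scored between -0.960 and 0.211. Infected replicate 6 scored -0.153, just above the highest control mouse of the day at -0.164 and below 6 of the 42 other mice. When each part had a reference of its own it scored 0.174, above the highest of the 42 other mice at 0.0858, and the other 5 scored 2.46 to 3.13. Infected replicates 1 to 5 were also the 5 mice on an inferred plate of their own in the first part of the assay list, where their highest Cq was 25.2 to 25.7 cycles, against 30.5 to 32.2 in the other 43 mice. Infected replicate 6 was on another plate, together with 1 infected mouse of 3 days. Group means on component 3 were -0.144 ± 0.302 (SD, *n* = 6) in infected and -0.455 ± 0.0700 (SD, *n* = 6) in control mice at 1 day p.i., -0.185 ± 0.135 (SD, *n* = 6) and -0.682 ± 0.182 (SD, *n* = 6) at 3 days p.i., and -0.143 ± 0.171 (SD, *n* = 6) and -0.360 ± 0.148 (SD, *n* = 6) at 5 days p.i.

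**Figure D3:**
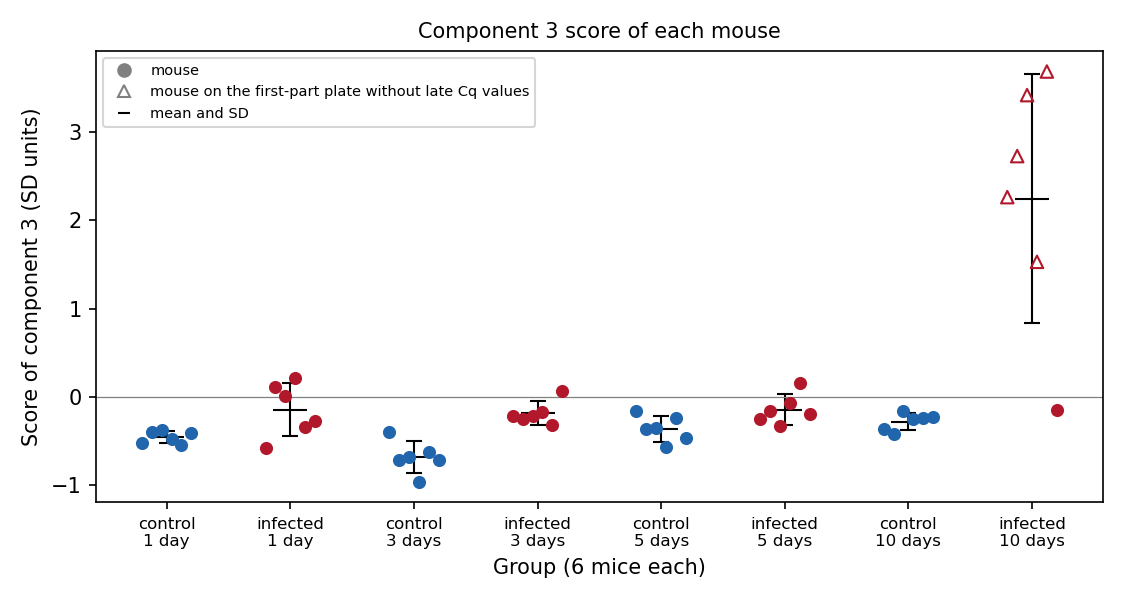
Score of component 3 (y axis, SD units) of each mouse in the 8 groups of 6 mice (x axis; control blue, infected red), with the mean and SD of each group as a bar; open triangles are the 5 mice on the first-part plate without late Cq values. The triangles lie between 1.53 and 3.69, and the sixth infected mouse of 10 days lies at -0.153 among the other mice.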

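The difference in the component 3 score between infected and control mice was 2.52 at 10 days p.i. (exact permutation *p* = 0.00216, two-sided; adjusted *p* = 0.0115 over the 16 tests of scores), with 6 of 6 infected mice above every control mouse of the day. Infected mice also scored higher at 3 days p.i., by 0.497 (exact permutation *p* = 0.00216, adjusted *p* = 0.0115), again 6 of 6 above every control mouse. At 1 and 5 days p.i. the differences of 0.311 (exact *p* = 0.0411) and 0.217 (exact *p* = 0.0368) were not past the threshold after adjustment (adjusted *p* = 0.110 for both). The infected mice of 10 days scored 2.57 higher than the 42 other mice together (permutation *p* = 1e-05, two-sided, the smallest that the resamples can give). With each mouse of the day left out in turn, the difference to the control mice stayed between 2.47 and 2.98. After varimax rotation it was 2.07 and no longer past the threshold (exact permutation *p* = 0.0584). No inferred plate of the first part held both infected and control mice of 10 days, so no comparison within a plate can be given there.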

Using the score of PC3, we confirmed statistically significant differences between ten days p.i. mice and the control mice (*p* < 0.001), showing that infected mice also had a clearly divergent gene-expression profile at this timepoint with the expression of genes included in PC3 (Table 1). Additionally, unsupervised hierarchal clustering of the NRQ values was applied and, based on Euclidean distance and pairwise average linkage, was performed in order to visualize the relationships within this experimental dataset (Figure S1). 

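The same clustering was applied to the 48 mice, with Euclidean distances between the autoscaled NRQ values of the 214 assays and average linkage. With the tree divided into 8 clusters, as many as there were groups, the largest held 33 mice and 5 clusters held 1 mouse each. None of the 6 infected mice of 10 days was in the largest cluster, and they were spread over 5 others. Infected replicates 1 to 5 of that day were the mice on the first-part plate without late Cq values. Infected replicate 6 was in a cluster of 8 mice from several groups. In these 8 mice the reference Cq of the first part exceeded that of the second by 2.59 to 5.20 cycles, against at most 1.71 in the largest cluster. The tree thus followed the plate and the difference between the parts, and does not show an effect of infection by itself. The largest cluster held 5 of the 6 infected mice of 1 day, and infected replicate 2 of that day formed a cluster by itself. The largest cluster also held 5 infected mice of 3 days, 4 of 5 days, and 3, 6, 5 and 5 control mice of 1, 3, 5 and 10 days. For 27 of the 48 mice, the nearest mouse belonged to the same group. No test was made on the clusters.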

Genes related to PC2 and PC3 are listed in Table 1 and were classified depending on whether they are involved in specific biological processes or pathways. The list of genes correlated with PC2 include genes related to the immunological response triggered by infection, such as M1/M2 polarization [8,15,16,17,18,19,20], but also genes involved in prostaglandin synthesis [21,22,23], lipid metabolism [24,25], MAPK signaling pathway [26], and regulatory T cell function [27] among others (Table 1). This indicates a very early activation (24 h after infection) of diverse signals. In contrast, genes correlated with PC3 were not as numerous, and most of them are involved in Th1 response, suggesting the gene signature is tipping over to a more defined response at 10 days post infection. 

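At the paper's lowest listed PC3 loading in Table 1, which is 0.558, 25 assays were correlated with component 3, all with a positive loading and all among the 106 assays of the first part of the assay list. The highest loading was 0.917, and the highest in the second part was 0.214. The jackknife standard error over mice was 6.25 assays for component 3 and 19.0 for the larger number of component 2. With each mouse left out in turn, 23 to 30 assays were correlated with component 3 and 28 to 50 with component 2, ranges that overlap. The lower end for component 2 was reached without infected replicate 2 of 1 day, on the component matched by its loadings, and every other mouse left out gave 44 or more.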

The most striking findings will be described below.

### 2.3. Multiple Processes Are Activated in L. infantum Infection in Livers of BALB/c Mice at 1-Day Post Inoculation

Gene Set Enrichment Analysis (GSEA) was applied to PC2-correlated genes (65 genes), to identify the most relevant gene-expression signatures in one day p.i. mice (Table 2). 

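GSEA's tTest metric divides the difference in mean NRQ between groups by the root of the summed squared standard errors. For the 6 infected mice of 1 day p.i. against the 42 other mice, this ratio ranged from -8.08 to 1.39 over the 45 assays correlated with component 2, with a median of 1.12. Among them, 34 assays had a positive and 11 a negative ratio, and 0 were above 2. Against the 6 control mice of 1 day alone, the ratio ranged from -4.55 to 1.52, with a median of 1.13. The ratio ranks the assays and was not tested.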

GSEA software ranked genes according to their differential expression between the groups compared (one day p.i. mice group vs. all other mice) (Figure 3A). *Cxcl10* and *Cxcl9* had the highest score in the ranked list (applying tTest), revealing the strong correlation between these genes expression and the gene signature observed for one day p.i. mice group (Figure 3A). 

Enrichment analysis showed that eight gene sets were significantly enriched at FDR < 25% and nominal *p*-value < 5% (Table 2). The interferon signaling pathway was the most highly enriched pathway in one day p.i. mice, showing the highest NES value (normalized enrichment score, which was used to compare analysis results across gene sets [28]) and lowest FDR. This gene set is linked to *Cytokine signaling in the immune system* pathway, which in turn connects to signaling by interleukins and the interleukin-10 signaling pathway, according to the enrichment map (Figure 3B). The observed enrichment is related to the upregulation of key genes of those pathways (Figure 3C) and is characteristic of the one day p.i. mice group. 

The second annotation with highest NES value was the Chemokine receptors bind chemokines pathway (Table 2), forming a separate cluster connecting with several other annotations that involve processes of ligand-binding receptors (Figure 3B). The overrepresentation of the “Chemokine receptors bind chemokines” Reactome pathway is in agreement with the upregulation of chemokines and chemokine receptors such as *Cxcl10*, *Cxcl9*, *Xcl1*, *Ccl2*, and *Ccr5* (Figure 3D). These genes were the core enrichment of this pathway, as described by GSEA, and contribute most to the enrichment result of this gene set (Figure 3C). The upregulation of these genes is one of the earliest outcomes of *Leishmania* infection described both in vitro and in vivo [29,30,31,32,33]. This chemokine response at one day p.i. can be triggered by upstream signalling by toll-like receptors like *Tlr2* and *Tlr4* upregulated at this timepoint (Figure 3D). In addition, some markers involved in toll-like receptor signaling and intracellular signaling (*Il1b*, *Icam1*, *Il18bp*, *Il6st*, *Il2ra*, *Il2rb*, *Myd88*, *Il2rg*, *Il18r1*, *Nfkb1*, and *Nfkb2*) were found in the core enrichment of the overrepresented “signaling by interleukins” annotation (Figure 3C).

A number of other PC2-correlated genes show a clearly differential expression in the one day p.i.-mice group when compared to the other timepoints. Several of these correspond to genes expressed in natural killer (NK) cells or invariant natural killer T (iNKT) cells, such as *Cd69*, an iNKT cell marker, *Klrd1* (alias *Cd94*, an NK cell marker), *Ccr5*, *Ccr4* and *Cxcr4* (Figure 3D). 

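Each assay was tested on the log2 scale with limma, in 1 fit of all 48 mice with 8 groups, by contrasts between infected and control mice of the same day and Benjamini-Hochberg adjustment over the 214 assays at a threshold of 0.05. At 1 day p.i., 49 assays differed, 26 higher and 23 lower in infected mice. Of these, 17 higher and 2 lower were in the first part of the assay list, and 9 higher and 21 lower in the second part. This balance depended on the reference: when each part was fitted apart with its own reference, chosen after seeing the data, 10 were higher and 14 lower in the first part and 39 higher and 13 lower in the second part. With limma, 0 assays differed at 3 days and 0 at 5 days p.i., where 24 and 2 had an unadjusted *p* under 0.05. At 3 days, the methods' t-test on the NRQ values called 46 assays before and 19 after Benjamini-Hochberg adjustment, and an exact Mann-Whitney test 23 after adjustment. At 5 days, both of these tests called 0 assays after adjustment, and the methods' t-test 6 before it. At 1 day, the methods' t-test called 58 assays before and 0 after adjustment, and the exact Mann-Whitney test 10 after it. The limma count of 1 day was 88 with the inferred plate as a random block and a separate reference for each part, and 15 with only the 12 mice of the day in the fit. It was 25 without infected replicate 4 and 71 without infected replicate 2, the widest range with 1 mouse left out. The largest increase at 1 day was that of assay Mm00434946_m1, of the first part, with a log2 relative quantity of 4.42 ± 0.61 (SD, *n* = 6) in infected and -1.41 ± 0.39 (SD, *n* = 6) in control mice, a log2 fold change of 5.82 (standard error 0.59, adjusted *p* = 1.07e-10 from limma). The largest decrease was that of assay Mm00440940_m1, of the second part, with -6.87 ± 1.89 (SD, *n* = 6) against -3.31 ± 0.60 (SD, *n* = 6), a log2 fold change of -3.56 (standard error 0.76, adjusted *p* = 0.000569 from limma). The latter assay was detected in 6 control mice and in 4 infected mice, and infected replicates 2 and 4 entered at the value for an undetected well. For both assays, every infected mouse lay on the same side of every control mouse (exact Mann-Whitney *p* = 0.00216, two-sided).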

Despite the observed upregulation of M1 -associated transcripts at 1 day p.i. (*Cxcl9, Cxcl10, Ifng, Tnf*) (Figure 4), there was also strong upregulation of inhibitory ligands such as *Pd-l1* (*Pdcd1lg1*) and *Pd-l2* (*Pdcd1lg2*), *Havcr2* (*Tim-3*), and *Pd-1* (*Pdcd1*) (Figure 4). 

The overrepresentation of *Interferon Signalling pathway* (FDR = 0.039) with the upregulation of *Stat1, Irf1, Irf7, Irf5, Icam1* (Figure 3C) and *Chemokine receptors bind chemokines* pathway (FDR = 0.199) with the upregulation of *Cxcl10, Cxcl9, Xcl1, Ccl2, Ccr5* (Figure 3C) constitute the gene-expression signature 24 h after *L. infantum* infection in the livers of BALB/C mice.

### 2.4. Downregulation of Transcriptional Factors Involved in Lipid Metabolism and Inflammation

In contrast to the positive correlation of most PC2 genes, *Rxra* was the only gene negatively correlated with PC2 (Table 1). Therefore at one day post infection (and only at this time of infection), the particular gene-expression signature observed in infected mice was dependent on the upregulation of PC2 genes, and downregulation of *Rxra. 

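Of the 45 assays correlated with component 2, 34 had a positive loading, up to 0.724, and 11 a negative loading, down to -0.737. The assay with the loading of 0.724 was detected in only 3 mice. The jackknife standard error over mice of the number with a negative loading was 13.4, larger than the number itself. Without infected replicate 2 of 1 day it was 0 on the component matched by its loadings and 68 of 113 on the one matched by its scores, and with any other mouse left out it was between 11 and 15. After varimax rotation, 61 assays passed the limit on the matched component and 0 of them had a negative loading.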

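The 34 assays with a positive loading on component 2 were higher in infected than in control mice at 1 day p.i. in 34 of 34 cases, with a median log2 difference of 1.44. At 3 days p.i. the median was 0.20, with 18 higher and 16 lower, at 5 days 0.36, with 24 higher and 10 lower, and at 10 days 0.39, with 24 higher and 10 lower. The 11 assays with a negative loading were lower in infected mice at 1 day p.i. in 11 of 11 cases, with a median of -2.46. Their median was 0.43 at 3 days (8 higher, 3 lower), -0.06 at 5 days (4 higher, 7 lower) and -0.02 at 10 days p.i. (5 higher, 6 lower). With a separate reference for each part of the assay list, the medians at 1 day were 2.19 and -1.71, with the same numbers of assays higher and lower, while the medians at 3 days were -0.24 and -0.02, so that the direction at 3 days depended on the reference. The assays had been chosen by a component on which the infected mice of 1 day stand apart, and the medians were not tested.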

Rxra* codes for Retinoid X Receptor Alpha (RXR-α), a nuclear receptor that mediates the biological effects of retinoids by binding, either as homodimer or heterodimer, to specific sequences in the promoters of target genes (Figure 5B). RXR-α forms functional heterodimers with Peroxisome proliferator activated receptor (PPAR) proteins in a key pathway for lipid metabolism, adipocyte differentiation, and glucose and insulin homeostasis, among other functions (reviewed in [34]). RXR-α also forms heterodimers with LXRA (Liver X Receptor-Alpha coded by *Nr1h3* gene) to bind LXR response elements (LXREs), regulating the expression of genes involved in macrophage cholesterol and fatty acid metabolism [35]. Ligand activation of PPAR*γ* has also been shown to induce LXR target genes and to promote cholesterol efflux in the presence of LXR ligands. Similarly, PPAR*γ* and LRX ligands have been described to have anti-inflammatory effects, both in vitro and in vivo, through the inhibition of expression of genes involved in inflammation and innate immune response, such as iNOS, COX-2, TNF-*α*, IL-6, IL1-*β* among others [36,37,38,39,40]. PPAR*γ* activation downregulates proinflammatory cytokines in macrophages exposed to *L. infantum*-Lipophosphoglycan (LPG), a surface molecule only found in promastigotes [41]. In visceral and cutaneous leishmaniasis, several studies have demonstrated that the activation of macrophage PPAR*γ* promotes disease progression, and its inhibition delays lesion development [42,43,44] (reviewed in [45]). In liver granulomas, it has been shown that sustained RXR-α /PPAR signalling is important for parasite growth and survival, and that infected macrophages are less susceptible to being polarized towards an M1 phenotype [45] Similarly, pharmacological inhibition of RXR-α results in reduced parasite load in the spleen and liver [25]. 

Our data reveal the strong downregulation of several transcription factors at 1dpi: *Rxra, Pparg*, and *Nr1h3* (*Lxra*) (Figure 5A), thereby suggesting an early inhibition of lipid metabolism routes like cholesterol efflux and fatty acid metabolism. This downregulation is transient since expression of all three markers return to control levels by 10 days post infection. The downregulation of those nuclear receptors probably contributes to the transcriptional induction of pro-inflammatory genes in the early innate immune response in the infection by *L. infantum*, such as *Ifng, Nos2*, and *Tnf* (Figure 4).

### 2.5. L. infantum Infection Induces Th1 Responses through Interleukin-12 Signaling at 10 Days Post Infection

PCA allowed the discrimination of infected mice ten days post inoculation (Figure 2). This differentiation owes to the upregulation of some genes at that timepoint (Figure 6A), that are the genes correlated with PC3 in the principal component analysis (Table 1).

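Principal components were also computed from each part of the assay list alone, with its own reference, a choice made after seeing the data. In the first part, 4 components explained 62.1% of the variance, and the component matched to component 3 separated infected from control mice of 10 days p.i. by 2.86 (exact permutation *p* = 0.00216, two-sided), 6 of 6 infected mice above every control mouse. In the second part, 4 components explained 60.7%, and the matched component separated them by 0.493 (exact permutation *p* = 0.0541), with 3 of 6 infected mice above every control mouse. The scores of this component correlated with those of component 3 with *r* = 0.324 over the 48 mice, so that the match was weak. For component 3 of all assays, taking each pair of assays as reference gave a median difference of 2.30, with a range of 0.315 to 3.06.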

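At 10 days p.i., 23 of the 214 assays differed between infected and control mice in the limma fit of all 8 groups, 20 higher and 3 lower in infected mice (adjusted threshold 0.05). In the first part of the assay list 20 were higher and 2 lower, and in the second part 1 was lower. This balance depended on the reference: with a separate reference for each part, chosen after seeing the data, 50 differed, 31 higher and 19 lower. The 25 assays correlated with component 3 were all higher in infected mice at 10 days, with a median log2 difference of 3.37. Their median was 0.81 at 1 day (19 higher, 6 lower), -0.45 at 3 days (5 higher, 20 lower) and 0.15 at 5 days p.i. (16 higher, 9 lower). With a separate reference for each part, the medians at 1 and 3 days were -0.43 and 0.29, the opposite directions. Ranked by the tTest metric against the 42 other mice, these 25 assays had ratios of 1.30 to 2.79 with a median of 2.03, and 16 were above 2. The largest increase was that of assay Mm01168134_m1, of the first part, with a log2 relative quantity of -2.18 ± 3.61 (SD, *n* = 6) in infected and -9.78 ± 0.46 (SD, *n* = 6) in control mice, a log2 fold change of 7.60 (standard error 0.89, adjusted *p* = 5.03e-09 from limma). It was detected in 5 of 6 infected mice, all on the first-part plate without late Cq values, and in 0 of 6 control mice (Fisher's exact test, *p* = 0.0152), so that infected replicate 6 and the 6 control mice entered at the value for an undetected well, and the fold change and its adjusted *p* depend on that value. The largest decrease was that of assay Mm01731378_g1, of the second part, with -5.24 ± 0.58 (SD, *n* = 6) against 2.73 ± 1.07 (SD, *n* = 6), a log2 fold change of -7.97 (standard error 1.79, adjusted *p* = 0.00107 from limma). Within other groups single mice differed by more than this change, from -7.78 to 2.42 among control mice of 3 days and from -6.92 to 3.50 among control mice of 5 days. For Mm01731378_g1, every infected mouse lay below every control mouse of the day (exact Mann-Whitney *p* = 0.00216, two-sided). Of the alternatives, leaving out the first-part values of the 5 mice on that plate, chosen after seeing the data, moved the count furthest down among the limma fits, to 2 assays, and 1 infected mouse of 10 days then remained in the first part. After Benjamini-Hochberg adjustment, the methods' t-test and the exact Mann-Whitney test called 0 assays. From the higher expression at this timepoint of genes correlated with PC3, the paper concludes that these genes set the infected mice of 10 days apart.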

Gene set enrichment analysis (GSEA) was applied to PC3-correlated genes (25 genes), revealing that *Il12rb2*, *Ifng*, *Nos2*, *Il12b*, *Il12rb1*, *Ccr7*, and *Tgfb2* had the highest score in GSEA ranked gene list (Figure 6B) and, therefore, that they are key to the particular gene signature of 10 days p.i.-mice compared to the rest of mice in the experiment. An enrichment map was constructed using PC3-correlated genes to visualize the main functional categories (Figure 6C). Under these conditions, only five gene sets were upregulated by PC3 genes (Table 3). IL12-mediated signaling events (PID_IL12_2PATHWAY) was the annotation with the highest NES value and lowest FDR. Remarkably, genes involved in “PID_IL12_2PATHWAY” were upregulated in 10 days p.i.-mice group but not in the rest of the mice (Figure 6E), indicating their key role at this time of infection. The core enrichment of this pathway includes *Il12rb2, Ifng, Nos2, Il12b*, and *Il12rb1* (Figure 6D). Other pathways upregulated in 10 days p.i.-mice group were related to IL23-mediated signaling events (PID_IL23_PATHWAY) with the upregulation of *Ifng, Il12rb1, Il12b, Nos2*, and *Il23a*. Additionally, IL27-mediated signaling pathway (PID_IL27_PATHWAY) was overrepresented, including *Il12rb2, Ifng, Il12b, Il12rb1, Il27*, and *Ebi3*. All these genes were correlated with PC3. 

Two pathways related to NK cells were overrepresented at this timepoint, due to the upregulation of characteristic markers: NO_2_-dependent IL-12 pathway in NK cells (BIOCARTA_NO2IL12_PATHWAY) (*Il12rb2*, *Ifng*, *Nos2, Il12rb1, Cxcr3*) and selective expression of chemokine receptors during T-cell polarization (BIOCARTA_NKT_PATHWAY) (*Il12rb2*, *Ifng*, *Il12rb1*, *Ccr7*, *Tgfb2, Cxcr3, Ccl4, Csf2*) (Figure 6A). The upregulation of markers involved in these pathways shows that macrophage activation is occurring at 10 days p.i. and the differentiation of CD4^+^ T cells is being promoted to the Th1 subset. Strikingly, the upregulation of inhibitory markers observed at one day p.i. is no longer evident at 10 days p.i. in livers of BALB/c infected mice (Figure 4). Among inhibitory markers, *Havcr2* (*Tim-3*) was the only one showing statistically significant upregulation at 10 days p.i. (*p* = 0.022).

In conclusion, the gene-expression signature predominant in livers of BALB/c mice 10 days after infection with *L. infantum* is characterized by the overrepresentation of *IL12-mediated signaling events* (FDR=0.003) with the strong upregulation of *Il12rb2*, *Ifng*, *Nos2*, *Il12rb1*, and *Il12b*.

## 3. Discussion

Numerous scientists have used transcriptional analysis as a tool to detect changes in complex biological scenarios, such as infection or candidate vaccine testing. Most of those analysis are either lacking in precision due to the limited number of genes analyzed, or, on the contrary, use RNA-seq methodologies that provide a plethora of different data, which sometimes difficult to relate to the topic of interest, and the results of which generally require confirmation by RT-qPCR [8,25,48,49]. In contrast, the development of high-throughput real-time qPCR platforms allows for large-scale gene-expression analysis of large collections of genes that can be used to identify global patterns [6]. In this paper, a multivariate statistical approach was applied to a large-scale gene expression experiment in order to streamline a large collection of RT-qPCR gene expression data and describe the immunological mechanisms underlying early *L. infantum* infection in livers of BALB/c mice. This approach simplifies the characterization of the most relevant changes at the transcriptome level and the connection with other data such as parasite burden and weight of organ, providing a more accurate insight on the changes over time during infection. The traditional analysis of Differentially Expressed Genes (DEGs) with thresholds for *p*-values and fold-changes (FC), can sometimes be arbitrary and lead to the loss of true DEGs (if too conservative) or their false inclusion (if too relaxed) [50]. Hence, we decided to use a multivariate statistical analysis (i.e., principal component analysis) for gene expression analysis instead of merely basing our analysis on DEGs. Enrichment analysis coupled with the results of principal component analysis was useful for the contextualization of genes into pathways [50].

Our study involved high-throughput real-time qPCR (more than 32000 qPCR reactions) in livers of *L. infantum* infected (and non-infected, as controls) BALB/c mice very early after inoculation (1, 3, 5, 10-days p.i.). Our analysis mapped global changes in gene expression profiles of 223 genes of innate and adaptive immune response, prostaglandin synthesis, C-type lectin receptors, lipid metabolism and MAPK signaling pathway. PCA analysis revealed infected mice at one and ten days post infection form two statistically significant independent groups, as a response to the expression of two separate sets of genes: those contributing to PC2 are overexpressed at one day p.i. (except *Rxra*) and those contributing to PC3 are overexpressed at ten days p.i. Therefore, we decided to base the analysis of the gene-expression signatures observed at those timepoints on the investigation of the molecular pathways and biological processes overrepresented in these gene sets through gene set enrichment analysis (GSEA). 

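Whether the infection effect differed between 1 and 10 days p.i. was tested directly, as infected minus control at 10 days less infected minus control at 1 day in the same limma fit. Of the 214 assays, 25 differed (adjusted threshold 0.05), 16 with a higher and 9 with a lower difference at 10 days than at 1 day. By part of the assay list, 7 higher and 7 lower were in the first part, and 9 higher and 2 lower in the second part. Fitted apart with its own reference, the first part had 26 higher and 8 lower, and the second part 8 higher and 17 lower, so that the direction in the second part depended on the reference. With a separate reference for each part 60 assays differed, 34 higher and 26 lower, among them 22 of the 25. The sets of rows correlated with components 2 and 3 did not overlap, since the former were all of the second part and the latter all of the first part.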

Ranked genes in GSEA allowed us to categorize genes according to their differential expression between the groups compared. In our case, this was either the one day p.i. or ten days p.i. mice group, compared to all other mice in our experiment. 

As early as 24 h after parasite inoculation in mice, results show the relevance of *Cxcl10* (IFN-γ Inducible Protein 10, IP-10) and *Cxcl9* (Monokine Induced by IFN-γ, MIG). These two chemokines were strongly upregulated at one day p.i., and they are critical in both innate and adaptive immune responses to *Leishmania* infection [51]. Interestingly, *Cxcl9* has been identified as a hub gene in the search of common response signatures in spleen, liver, and blood during murine *L. donovani* infection [10]. CXCL10 has been studied as a treatment in BALB/c mice infected by *L. infantum*, since there is evidence that CXCL10-treatment reduces IL-10^+^ Treg cell populations (CD4^+^CD25^+^Foxp3^+^ and Tr1) and induces morphological changes in the spleen [52]. This chemokine also induces a reduction in parasite burden in the spleen and a decrease in IL-10 and TGF-β production in *L. infantum*-infected BALB/c mice [53]. 

At this timepoint, the upregulation of *Cxcl10* and *Cxcl9* are chemotactic signals to NK cells to generate IFN-γ, in agreement with the high enrichment of the *Interferon signaling* pathway. It has been demonstrated that NK and NKT cells are sources of hepatic IFN-γ and this in turn, is responsible for the accumulation of CXCL10 mRNA at one day p.i. of hepatic *L. donovani* infection in C57BL/6 mice [29]. Once parasites are inoculated in the mouse and Kupffer macrophages uptake the parasites, one important cell population that participates at this early stage are natural killer T (NKT) cells [9,54] and, particularly, iNKT cells, a major lymphocyte subtype in the liver [54]. The strong upregulation of *Cd69* at one day p.i., an iNKT cell marker, suggests a key role for this cell type at this timepoint. Other genes correlated with PC2, such as *Klrd1 (Cd94)*, *Cxcr4, Ccr4*, and *Ccr5* are also expressed in NK cells [55]. It was demonstrated that IFNγ produced by NKT-cell-deficient mice is reduced by 50% compared to naïve [29]. The fact that NK cells are an important cell source of IFNγ in the innate immune response in the liver against *Leishmania sp*. infection is consistent with our results. Interestingly, Ashwin et al. demonstrated the upregulation of *Klrd1 (Cd94)* in advanced liver infections, but the downregulation in the spleen and blood in *L. donovani* infection (36 and 42 days p.i.) [9]. 

Besides *Cxcl10* and *Cxcl9*, other chemokines were found in the core enrichment of the *Chemokine receptors bind chemokines* pathway at one day p.i., such as *Ccr5* and *Ccl2* (chemoattractant of macrophages, monocytes, NK cells, and other CCR2-expressing leukocytes). CCL2 has been shown to play an important role in early immunity against cutaneous leishmaniasis [51,56]. These markers are probably secreted by the nascent granulomas (a nucleus of parasitized Kupffer cells surrounded by other immune cells) which start assembling once *Leishmania* parasites are transferred to the liver after inoculation [57]. Those structures are crucial to activate the parasite-killing abilities of Kupffer cells [57], and secrete chemokines and cytokines which recruit immune cells including monocytes, neutrophils, and invariant natural killer T (iNKT) cells [29,33]. The inflammatory chemokine response in Kupffer cells is driven by upstream signalling by toll-like receptors [58,59]. In our experiments, *Tlr2* and *Tlr4* were upregulated and correlated with PC2. *Tlr2* has been reported as potential therapeutic target in visceral leishmaniasis [60]. In livers of susceptible but self-curing C57BL/6 mice, *L. donovani* infection enhanced toll-like receptor 4 (TLR4) and TLR2 gene expression. In TLR2(−/−) mice, control of liver infection, parasite killing, and granuloma assembly has been accelerated and chemotherapy’s efficacy enhanced [60].

All this information shows that at one day p.i., the differential pattern of gene expression in infected mice is related to interferon signaling triggered by chemokine response. This is the first step in the activation of innate immunity by inducing production of proinflammatory cytokines to culminate in the release of reactive oxygen species (ROS) and NO produced by macrophages [61,62].

At ten days post infection, parasite load increased significantly (more than two orders of magnitude) compared to one and three days post infection. The statistically significant difference in the parasite burden between one and ten days post inoculation, in addition to the hepatomegaly observed in the ten days p.i. mice group, supports the divergent gene signature that differentiate these two groups of mice. This is consistent with the full maturation of granuloma from two to four weeks after infection [57]. Despite the fact that infection was clearly established as early as one day p.i. in the liver, hepatomegaly was only evident a few days later, reflecting the time needed for the clinical signs to appear.

The gene signature at 10 days p.i. is characterized by interleukin-12 stimulation for the production of IFN-γ, due to the upregulation of *I12b*, *Il12rb1*, and *Il12rb2* [63]. One of the main cytokines involved in the production of IFNG is IL12, which induces development of Th1 cells [64]. The upregulation of NO_2_-dependent IL12 Pathway in NK cells (BIOCARTA_NO2IL12_PATHWAY) also supports this, since secretion of IL12 by macrophages is essential for NK cells activation and the production of IFN-γ, that indeed stimulate the differentiation of Th1 cells. Similarly, the overrepresentation of BIOCARTA_NKT_PATHWAY, with the upregulation of *Cxcr3* (Th1-specific chemokine receptor (reviewed in [65]), suggests that there is active signaling of Th1 response cells at the site of the infection. These signals for leukocyte recruitment are key to trigger granuloma formation in the liver in the first weeks after infection. The upregulation of TNF also supports this, since this marker plays a crucial role in coordinating the assembly and maturation of granulomas (reviewed in [10,66]). These results show good agreement with the comparative analysis of the response to *L. donovani* infection at transcriptome level using liver tissue, spleen, and blood of BALB/c mice [9], where general upregulation of interferon responsive genes was described, as well as a significant upregulation of TNF, characteristic of liver infection. In our study, we also found *IL27-mediated signaling events* (PID_IL27_PATHWAY) overrepresented at 10 days p.i., probably due to the upregulation of *Il27* (p28) and *Ebi3*, both subunits of IL27. IL27 synergizes with IL12 the production of IFN-γ by CD4, CD8 T cells and NKT cells [67,68]. 

Altogether, the information derived from the expression profile of genes correlated with PC3 suggests that the gene signature at 10 days p.i. is clearly defined towards the activation of Th1 responses through interleukin-12 signaling.

The pro-inflammatory response activation is also supported by the downregulation of transcription factors such as *Pparg*, *Nr1h3* (*Lxr*), and *Rxra* early after infection. This downregulation is limited to the first days post infection, suggesting a transient infection-induced effect. The inhibition of these nuclear receptors is consistent with the upregulation of inflammatory markers. It has been demonstrated that the pharmacological manipulation of RXRα activity perturbs the transcriptomic network of infected KCs, leading to enhanced leishmanicidal activity [25]. Similarly, there is evidence that LXR-deficient mice are more resistant to *L. chagasi/infantum* infection compared to wild-type mice [69]. Our results confirm the relevance of *Rxra* and its counterparts *Nr1h3* (*Lxra*) and *Pparg* as early as one day post infection in livers of BALB/c mice, probably via the limitation of the pro-inflammatory response right after infection. These findings contribute to the mounting evidence that immune response and lipid metabolism are tightly linked in leishmaniasis and advocates for the use of metabolic regulators (such as retinoic acid) to counterbalance immunosuppression in leishmaniasis [70].

In addition to the upregulation of pro-inflammatory signals, several inhibitory markers, such as *Pd-l1* (*Pdcd1lg1*), and *Pd-l2* (*Pdcd1lg2*) were identified as key molecules, particularly at one day p.i. PD-L1 is expressed by a large range of cell types, including tumor cells, macrophages, monocyte-derived myeloid dendritic cells (DCs), epithelial cells, T cells, and B cells. In contrast, PD-L2 is induced by cytokines only on macrophages and DCs [71]. The receptor of those genes, PD-1, is induced by antigen stimulation [72] on peripheral CD4^+^ and CD8^+^ T cells, B cells, NK-T cells, and monocytes upon activation [73]. The differential expression of PD-1 ligands observed between infected and control mice is statistically significant early after infection and is probably explained by the activation of the early innate immune response. However, although upregulated, *Pd-1* differential expression is not statistically significant in our model, most likely because NK-T cells were probably the main cell type participating at one day p.i., according to our results, and these cells express low levels of PD-1 [74]. Besides *Pd-1* and its ligands, *Havcr2* (*Tim3*) has been considered as a checkpoint inhibitor [75] and is involved in T cell suppression in chronic viral infections [76] (reviewed in [77,78]). TIM-3 is expressed by T cells and NK cells, but also in myeloid cells such as DCs and monocytes. In our study, the statistically significant upregulation of *Havcr2* (*Tim-3*) at one and ten days p.i. is probably related with the evidence of NK cells relevance in the early infection. TIM-3 has been reported to be an exhaustion marker on NK cells; during treatment (ex vivo) with an anti-TIM-3 antibody, it reversed NK cell exhaustion in advanced melanoma [79]. The role of TIM-3 in *Leishmania* pathogenesis remains to be explored.

At one day post infection, the upregulation of those inhibitory genes (*Pd-l1, Pd-l2*, and *Tim3*) could be a response to counterbalance the upregulation of inflammatory markers, and therefore restrain the response to IFN-γ at this timepoint. The interactions PD-1/PD-L1 or PD-1/PD-L2 are well known to inhibit T cell effector functions including IFN-γ production and proliferation. In *L. donovani* infection (VL), the blockade of PD-1 [80] and/or PD-L2 [7] contribute to the reduction of parasitic load. In murine cutaneous leishmaniasis (CL), particularly in *L. amazonensis* infection, the blockade of PD-1 and PD-L1 reduced parasite load [81], and also increased IFN-γ-producing CD4^+^ and CD8^+^ T cells. The blockade of PD-1 pathway has been recognized an attractive strategy to improve prophylactic vaccination [75]. Few studies have focused on the PD-1 pathway during the early stages of T cell responses. Thus, we suggest the study of the contribution of NK cells to immunotherapy mediated by PD-1/PD-L1 blockade in leishmaniasis, as has been assessed in cancer [82]. Additionally, the role of the PD-1 pathway on CD4^+^ T cell differentiation should be better elucidated in leishmaniasis, because most of the studies on PD-1 pathway in leishmaniasis, have been focused on studying PD-1 blockade on CD8^+^ T cell responses [75].

The modulation of immune response in leishmaniasis has been explored as a strategy to enhance the host’s response during parasitic infection. Immunotherapeutic approaches include the use of cytokines or monoclonal antibodies, the combination of chemotherapy and immunotherapy, and the use of TLR agonists or small molecules. These strategies have been assayed in human and animal models with various outcomes (reviewed in [83,84]). In this paper we have described the most relevant gene-expression signatures observed during the very early stages of *L. infantum* infection in livers of BALB/c mice, including the differential gene-expression of some markers that may be used as pharmacological targets in order to stimulate innate immunity in infected animals. Among these, nuclear receptors *Rxra*, *Pparg*, and *Nr1h3* (*Lxra*) have been explored as a way to influence the outcome of different infectious diseases (reviewed in [85]). Nevertheless, given the multiple roles of these nuclear receptors in macrophage lipid metabolism, cholesterol efflux, inflammatory responses, and apoptosis, the use of any potential inhibitor must be carefully evaluated in order to avoid damaging essential cellular processes.

## 4. Materials and Methods

### 4.1. Biological Samples

Forty-eight female wild-type BALB/c mice were obtained from the breeding facilities of the Charles River Laboratories, (France) and were maintained under specific pathogen-free conditions at ULL. Half of these animals (*n* = 24) were randomly assigned to control group and the other half (*n* = 24) were infected by inoculation in the coccygeal vein of 10^6^ promastigotes of *L. infantum* (JPC strain, MCAN/ES/98/LLM-724) in stationary growth phase on day 0 of the experiment. *L. infantum* was maintained in vivo by serial murine passages. Prior to infection, amplification of amastigote-derived promastigotes, with less than three passages in vitro, was carried out by culture in RPMI medium (Gibco BRL, Grand Island, NY, USA), supplemented with 20% inactivated fetal calf serum (SBFI), 100 μg/mL streptomycin (Sigma-Aldrich, St. Louis, MO, USA) and 100 U/mL of penicillin (Biochrom AG, Berlin, Germany) at 26 °C until reaching stationary phase. 

At one, three, five, and ten days post-infection (days p.i.), six infected mice and six control mice (*n* = 12 each timepoint) were euthanized by cervical dislocation to extract the liver and proceed to the determination of liver weight and parasitic load [86]. Samples were immediately stored in RNA later at −80 °C (Sigma-Aldrich, St. Louis, MO, USA) for nucleic acid preservation and further mRNA extraction. 

### 4.2. RNA Isolation and Quantification 

Preserved liver tissue (7–10 mg) was homogenized with TRI Reagent (Sigma-Aldrich) in Lysing Matrix D columns (MP Biomedicals, Solon, USA) and FastPrep® System (ProScientific, Cedex, France). mRNA enrichment was performed using RNeasy Mini Kit (Qiagen, Hilden, Germany), following manufacturer’s instructions. *DeNovix DS-11 Spectrophotometer* (*DeNovix*) was used to quantify and evaluate RNA purity. Only samples with OD_260/280_ ratios between 2–2.2 and ratio OD_260/230_ between 1.8–2.2 were included in this study. The integrity of the RNA was determined using 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA) and RNA 6000 Nano Kit chips (Agilent Technologies, Santa Clara, USARNA integrity number (RIN) was >7 for all RNA samples included in this study. Additionally, agarose gel electrophoresis was performed to all RNA samples for further verification of integrity and quality.

### 4.3. Retrotranscription and High-Throughput Real-Time Quantitative PCR (RT-qPCR)

A High-Capacity cDNA Reverse Transcription kit (Thermo Fisher Scientific) was used to perform the retrotranscription using a Veriti® 96-Well Fast Thermal Cycler thermocycler (Thermo Fisher Scientific). Real Time qPCR was performed using OpenArray® plates with TaqMan probes (Thermo Fisher Scientific) for the amplification of 223 genes that were selected and related to innate and adaptive immune response, prostaglandin synthesis, lipid metabolism, C-type lectin receptors and MAPK signaling pathway. All primers and probes were commercially designed by Thermo Fisher Scientific (Table S1). Each plate allowed performing 3072 amplification reactions. The plate was organized in 48 subarrays, each with 64 nanopockets. PCR mixture was prepared following the manufacturer’s instructions and plates were loaded using the Accufill^TM^ System (Thermo Fisher Scientific). Each amplification reaction was performed in a volume of 33 nl. The thermal cycle and fluorescence detection were performed with the QuantStudio^TM^ 12K Flex Real-Time PCR System (Thermo Fisher Scientific) following manufacturer’s recommendations. Each subarray contained the primers together with a probe labeled with FAM at its 5’ end. Each sample was amplified in triplicate. *Cq* values produced by this platform are already corrected for the efficiency of the amplification [6,87] and candidate reference genes.

### 4.4. Data Pre-Processing and Processing

Data were exported from QuantStudio^TM^ 12K Flex Real-Time PCR System software (Thermo Fisher Scientific, v 1.3) to MS Excel. The arithmetic average quantitative cycle (Cq) was used for data analysis. *GenEX (MultiD*) software was used for data preprocessing and normalization. Reference genes selection for this dataset [87] was performed in *GenEx* using two different methods, geNorm (setting M-value lower than 0.5) and NormFinder, revealing two genes that showed the most stable expression: *Lta4h*, *P38mapk*. 

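The stability measure of geNorm was computed over the 69 assays detected in every mouse. This measure, M, is for each assay the mean SD over mice of its log2 ratio to every other assay, and it ranged from 1.32 to 2.37 with a median of 1.64, so that 0 assays were below the limit of 0.5 named in the methods. After stepwise exclusion of the least stable assay, the last pair had M = 0.352, and both of its assays were of the second part of the assay list. For pairs of assays of the same part, the SD of the log2 ratio had a median of 1.05, and 14 pairs were below 0.5. For pairs of assays of different parts, the median was 2.26, the lowest 1.65, and 0 pairs were below 0.5. The assays of *Lta4h* and *P38mapk* were not identified here, and NormFinder was not run.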

Normalization with these genes was performed to obtain normalized relative quantities (NRQ) values.

### 4.5. Statistical Analysis

Mean and its standard error (SEM) was calculated for each parameter measured. For all the analyses, outliers were assessed by inspection of boxplots and studentized residuals, data were checked for normal distribution by the Kolmogorov-Smirnoff test or Shapiro-Wilk test, as appropriate, and homogeneity of the variance by means of the Levene test.

The differences in parasite burden between time points were determined by a one-way Analysis of Variance (ANOVA) and a two-way ANOVA was used to compare the weight of the livers between infected and control mice at each time point. Tukey’s test and pairwise comparisons with Bonferroni adjustment as post hoc comparison techniques were carried out to compare the means from different groups.

NRQ values were used to perform a principal component analysis (PCA), an unsupervised multivariate method, which provides a first approximation to the statistical analysis of expression profiling data with the aim of generating several hypotheses of interest. In the PCA, the correlation between variables was assessed by inspection of the correlation matrix, the overall Kaiser-Meyer-Olkin (KMO) measure, and the Bartlett’s test of sphericity, indicating that the data were likely factorizable. 

Unsupervised hierarchal clustering of the autoescaled NRQ values was applied and based on Euclidean distance and pairwise average-linkage was performed in Cytoscape 3.8.0 (http://www.cytoscape.org/, accessed on 17 February 2021) [88] using the plugin clusterMaker [89].

The next step was a confirmatory study to test the hypothesis. Differences in Principal Component 2 (PC2) and Principal Component 3 (PC3) scores were determined by a two-way ANOVA to study the combined effects of both factors, time post infection (1, 3, 5, and 10 days post infection) and condition (infected or control), as well as their interactions, followed by Tukey´s post-hoc tests and pairwise comparisons with Bonferroni adjustment, as appropriate. 

Descriptive analysis, the evaluation of assumptions, ANOVAs, and principal component analysis were carried out using IBM^®^ SPSS^®^ version 26 (IBM Corporation, Armonk, NY, USA) statistical software.

NRQ values were also used for individual gene representation. The fold change of gene expression was calculated as the ratio between the average gene expression in the infected group and non-infected-control mice and expressed as Log_2_. Statistical differences in NRQ values were analyzed by two tail unpaired t-test or two tail Mann–Whitney U test, as appropriate, using GraphPad Prism version 9.1.1, GraphPad Software, San Diego, CA, USA (www.graphpad.com, accessed on 14 May 2021.

### 4.6. Enrichment Analysis

To analyze the potential biological processes and pathways regarding to PC2 and PC3-correlated genes, we used gene set enrichment analysis (GSEA) software (version 4.0.3, San Diego, CA, USA). This is a computational method that determines whether an a priori defined set of genes shows statistically significant differences between two biological states (e.g., phenotypes) [28]. Metric for ranking genes was tTest ratio. One-hundred-thousand gene permutations were used to generate a null distribution for ES (Enrichment score), then each pathway will attain a normalization enrichment score (NES). We performed the enrichment analysis using gene sets from Reactome Pathway Database for PC2-correlated genes and Canonical Pathways gene sets in *C2: curated gene sets collection* and *Hallmark gene sets in Molecular Signatures Database (MSigDB)* for PC3-correlated genes [90]. 

With enrichment results, the Cytoscape *3.8.2*. software [88] and the plugins that are part of the EnrichmentMap Pipeline Collection [91] were used to create enrichment maps in order to integrate the results from GSEA. The enrichment map was generated using only the gene-sets passing the thresholds: nominal *p*-value < 0.05, *q*-value < 0.25. The overlap coefficient was set to 0.35. 

## Figures and Tables

**Figure 1:**
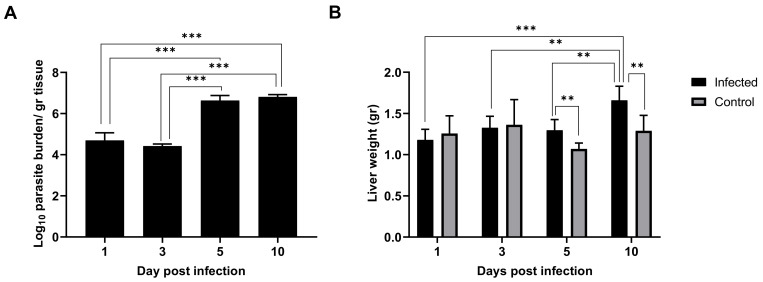
*Leishmania infantum* infection is established in liver 24 h post inoculation: (**A**) Evolution of parasite burden in liver. Mice were inoculated intravenously (i.v.) with 1 × 10^6^ promastigotes. Parasite load was determined 1-, 3-, 5- and 10-days post infection by limiting dilution assay and expressed as log_10_ of the average parasite load per gram of tissue. (**B**) Evolution of liver weight in infected (*n* = 24) vs. control mice (*n* = 24) over the course of infection. Error bars indicate Standard Error of Mean (SEM). One-way analysis of variance (ANOVA) was used to compare the differences in parasite burden between timepoints. Two-way ANOVA was used to compare the weight of liver between infected and control mice at each timepoint. Statistically significant differences are indicated (** *p* < 0.01, *** *p* < 0.001).

**Figure 2:**
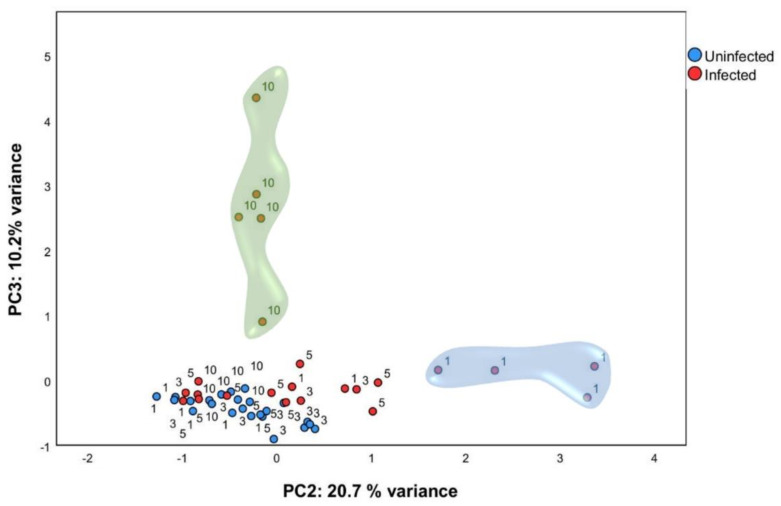
Multivariate analysis identified particular gene expression profiles at one and ten days post infection. qPCR was carried out on liver tissue from control and *L. infantum*-infected mice and at 1, 3, 5, and 10 days post infection. Principal component analysis (PCA) plot. Principal components scores are shown on the X and Y axis, respectively, with the proportion of total variance related to that principal component (PC) indicated. Each dot represents a mouse in the corresponding day, and the color indicates the condition (red, infected; blue, control). The clouds highlight the group of ten days p.i. mice by PC3 (green cloud) and the group of one day p.i. mice by PC2 (blue cloud).

**Figure 3:**
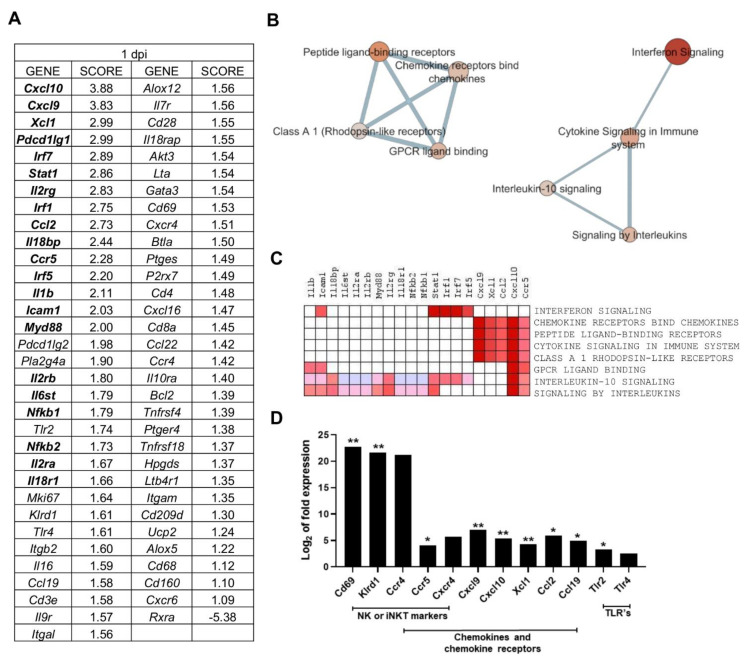
Multiple processes are activated in *L. infantum* infection in livers of BALB/c mice at 1-day post inoculation: (**A**) Ranked gene list generated in Gene Set Enrichment Analysis (GSEA) (using Principal Component 2-correlated genes to compare gene expression in 1 day p.i.-mice group vs. all other mice). Genes indicated in bold were involved in the core enrichment; (**B**) Enrichment Map with Principal Component 2 (PC2)-correlated genes. Parameters to filter these nodes/gene sets applied in Cytoscape: *p*-value < 0.05 and False Discovery Rate (FDR) < 0.25. Intensity of node color fill represents FDR value (more intense red color indicates lower FDR); node size corresponds to the Normalized Enrichment Score (NES) value. Thicker connection lines represent higher similarity coefficient between nodes; (**C**) Core enrichment of PC2-gene sets. The leading edge analysis was performed in GSEA with the gene sets enriched (with *p*-value < 0.05 and FDR < 0.25). The heat map shows the clustered genes in the leading edge subsets. Score values in the ranked gene list generated in GSEA are represented as colors, where the range of color (red, pink) shows the range of score values (high, moderate); (**D**) mRNA expression of genes at 1-day post infection *expressed* as Log_2_ of expression fold-change. Statistically significant differences between non- infected (control) and infected animals are indicated (* *p* < 0.05; ** *p* < 0.01).

**Figure 4:**
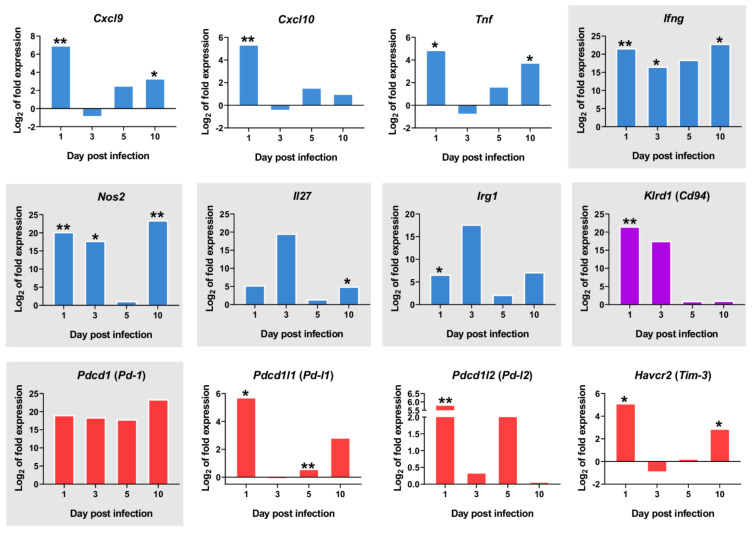
mRNA expression of important markers overtime. The y-axis represents log_2_ of expression fold-change for each indicated gene, that is the ratio between the average gene expression in the infected group and non-infected-control mice. The x-axis represents time after infection 1, 3, 5, and 10 days post infection. M1-associated transcripts (blue bars), inhibitory markers (red bars), *Klrd1* (*Cd94*) expression (purple bars). Graphics with gray background represent genes with Log_2_FC>1 in all timepoints. Statistically significant differences between non-infected (control) and infected animals are indicated (* *p* < 0.05; ** *p* < 0.01).

**Figure 5:**
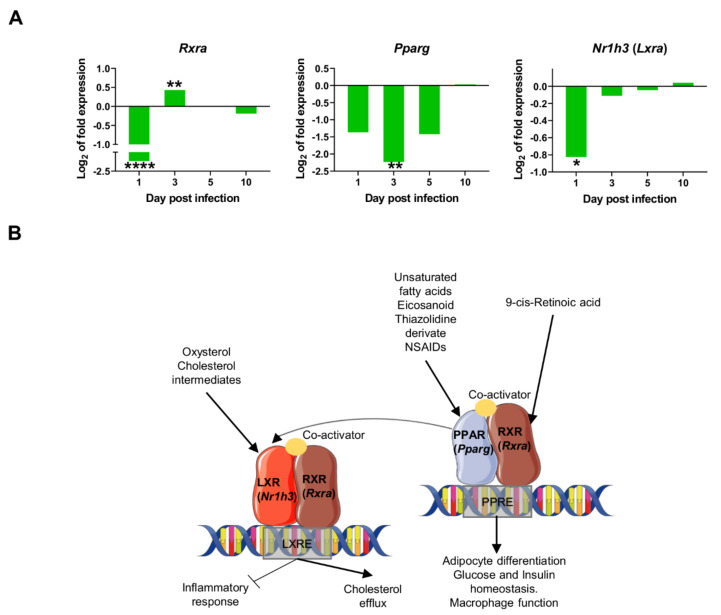
Downregulation of transcriptional factors involved in lipid metabolism and inflammation: (**A**) mRNA expression of genes at 1, 3, 5, and 10-days post infection, expressed as Log_2_ of expression fold-change. Statistically significant differences between non-infected (control) and infected animals are indicated (* *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001); (**B**) In the macrophage nucleus, Nuclear Receptors (NR’s) Peroxisome proliferator-activated receptors (PPARs) and Liver X receptors (LXRs) bind to specific response elements (PPAR response element (PPRE) or LXR response element (LXRE)) in target genes as heterodimers with retinoid X receptors (RXRs). Activation of these NRs results in transrepression of proinflammatory genes (*Nos2, Ptgs2*) but activation of cholesterol efflux, adipocyte differentiation, glucose, and insulin homeostasis, among others. This signaling is activated by several molecules like 9-cis-retinoic acid, unsaturated fatty acids, eicosanoids, oxysterol, and cholesterol intermediates. In our model, the downregulation of nuclear receptors (*Pparg, Rxra, Nr1h3*) was observed at some timepoints shortly after infection, consistent with the overexpression of proinflammatory markers observed as early as one day post infection [35,46,47].

**Figure 6:**
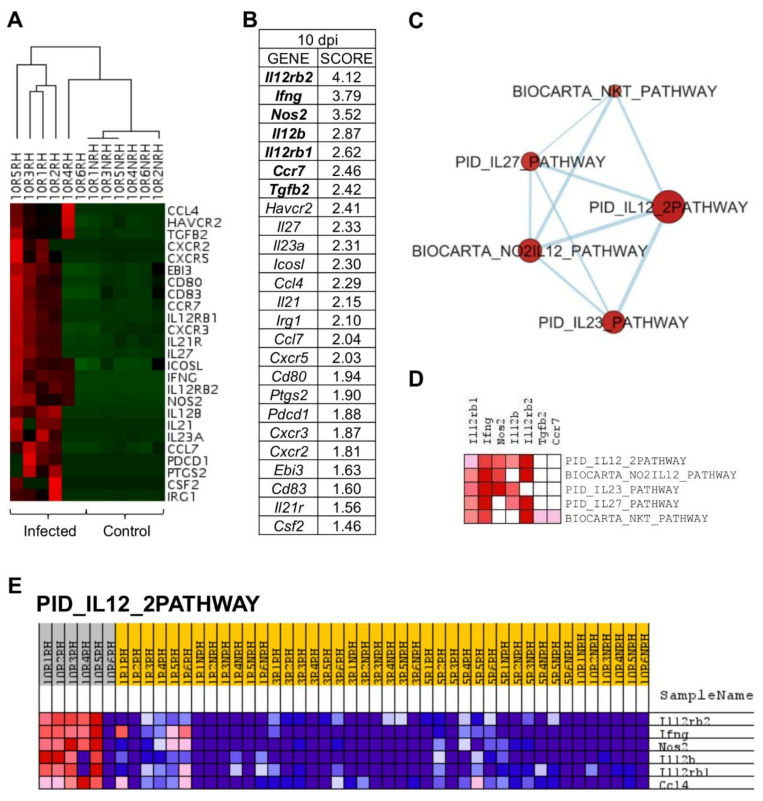
*L. infantum* infection induces Th1 responses through interleukin-12 signaling at 10 days post infection: (**A**) Unsupervised hierarchal clustering of 10 days p.i. and control mice including genes correlated with Principal Component 3 (PC3) was applied and based on Euclidean distance and pairwise average-linkage. Differential expression of selected genes in 10 days p.i.-mice (left side) and control mice (right side) is shown. Each mouse is identified with a respective code. Genes downregulated during infection are shown in green and upregulated genes are in red; (**B**) Ranked gene list generated in GSEA (using PC3-correlated genes to compare gene expression in 10 days p.i.-mice vs. all other mice). Genes indicated in bold were involved in the core enrichment; (**C**) Enrichment Map with PC3-correlated genes shows the relevance of IL-12 signaling pathway at 10 days p.i. Parameters to filter these nodes/gene sets applied in Cytoscape: *p*-value < 0.05 and FDR < 0.25. Intensity of node color fill represents FDR value (more intense red color indicates lower FDR); node size corresponds to the NES value. Thicker connection lines represent higher similarity coefficient between nodes; (**D**) Core enrichment of PC3-gene sets. The leading edge analysis was performed in GSEA with the gene sets enriched (with *p*-value < 0.05 and FDR < 0.25). The heatmap shows the clustered genes in the leading edge subsets. Score values in the ranked gene list generated in GSEA are represented as colors, where the range of color (red, pink) shows the range of score values (high, moderate); (**E**) PID_IL12_2PATHWAY heatmap. This gene set was upregulated in 10 days p.i.-mice (PC3 dataset). Upregulation of these genes in 10 days p.i.-mice (left side) and the rest of mice is shown. Each mouse is identified with a respective code. Genes are ordered by tTest ratio according to their differential expression. Normalized relative quantities (NRQ) are represented as colors, where the range of colors (red, pink, light blue, dark blue) shows the range of expression values (high, moderate, low, lowest).

**Table 1:** Highest factor loadings of PC2 and PC3 from the Principal Component Analysis (PC2/PC3-correlated genes).

**PC2 Genes**					
**Gene**	**Factor Loading**	**Gene**	**Factor Loading**	**Gene**	**Factor Loading**
*Il18r1*	0.742	*Cd8a*	0.683	***Tlr2***	0.594
*Pdcd1lg2 (Pd-l2)* ^e^	0.738	*Cd4*	0.682	*Cd160*	0.592
*P2rx7 (P2x7)* ^a^	0.733	***Ptges*** ^a^	0.679	***Irf1***	0.591
*Bcl2*	0.723	***Il2rg***	0.678	***Myd88***	0.585
*Gata3*	0.72	*Ptger4* ^a^	0.677	*Pla2g4a* ^b^	0.582
*Il16*	0.719	*Tnfrsf18 (Gitr)* ^f^	0.668	***Stat1***	0.58
*Cd3e*	0.718	*Il2rb*	0.653	*Ccl2*	0.58
*Il2ra (Cd25)* ^f^	0.717	*Tnfrsf4 (Ox40)* ^f^	0.652	*Il18bp*	0.577
***Lta***	0.713	*Klrd1 (Cd94)* ^c^	0.639	***Irf5***	0.573
*Il10ra*	0.713	*Cd209d* ^c^	0.634	***Tlr4***	0.572
*Cd69*	0.712	*Itgam*	0.633	*Il6st*	0.572
***Akt3*** ^d^	0.707	***Icam1***	0.632	*Ltb4r1 (Blt1)* ^a^	0.571
***Cd28***	0.706	*Alox12* ^a^	0.632	***Il1b***	0.569
*Il7r (Cd127)*	0.704	*Xcl1*	0.622	***Nfkb1***	0.567
*Hpgds (Ptgds2)* ^a^	0.704	*Ucp2*	0.621	*Itgal*	0.567
*Mki67 (Ki67)*	0.702	*Pdcd1lg1 (Pd-l1)* ^e^	0.619	***Cxcl9***	0.567
*Ccr4*	0.701	***Cxcl10***	0.614	***Nfkb2***	0.566
*Il9r*	0.697	*Ccl22*	0.614	*Cxcl16*	0.562
***Cxcr4***	0.693	*Ccr5*	0.607	*Cxcr6*	0.552
*Ccl19*	0.689	***Irf7***	0.605	*Alox5* ^a^	0.544
*Btla*	0.685	*Itgb2*	0.603	*Rxra* ^b^	−0.569
*Il18rap*	0.684	*Cd68*	0.6		
**PC3 Genes**					
**Gene**	**Factor Loading**	**Gene**	**Factor Loading**	**Gene**	**Factor Loading**
*Il12rb1*	0.943	*Cxcr2*	0.825	*Cd83*	0.63
*Il12rb2*	0.941	***Il27***	0.803	***Csf2***	0.619
***Nos2***	0.928	***Cd80***	0.782	*Ccl4*	0.614
***Ccr7***	0.914	***Irg1 (acod1)***	0.768	*Havcr2 (Tim-3)* ^e,f^	0.591
***Il12b***	0.884	*Tgfb2*	0.693	*Icosl*	0.574
***Ifng***	0.867	*Cxcr3*	0.663	***Ebi3 (Il27b)***	0.562
*Cxcr5*	0.864	***Ccl7***	0.657	*Il21r*	0.558
***Il23a***	0.842	*Pdcd1 (Pd-1)* ^e,f^	0.643		
*Il21*	0.839	***Ptgs2*** ^a^	0.64		

M1-associated transcripts are shown in bold; M2-associated transcripts are in italics; ^a^ Prostaglandin synthesis; ^b^ Lipid Metabolism; ^c^ C-type lectin receptors (CRLs); ^d^ MAPK signaling pathway; ^e^ Inhibitory markers; ^f^ Regulatory T cell function.

**Table 2:** Gene sets upregulated in one day post infection-mice.

Nº	GENE SET NAME	RATIO	NES	NOM *p*-Value	FDR q-Value
1	INTERFERON SIGNALING (REACTOME R-HSA-913531,2)	5/149	2.050	0.000	0.039
2	CHEMOKINE RECEPTORS BIND CHEMOKINES (REACTOME DATABASE ID RELEASE 75 380108)	10/49	1.782	0.013	0.199
3	PEPTIDE LIGAND-BINDING RECEPTORS (REACTOME R-HSA-375276,5)	10/182	1.781	0.013	0.133
4	CYTOKINE SIGNALING IN IMMUNE SYSTEM (REACTOME DATABASE ID RELEASE 75 1280215)	32/608	1.708	0.024	0.170
5	CLASS A 1 RHODOPSIN-LIKE RECEPTORS (REACTOME R-HSA-373076,8)	12/307	1.629	0.036	0.227
6	GPCR LIGAND BINDING (REACTOME R-HSA-500792,3)	12/420	1.629	0.035	0.190
7	INTERLEUKIN-10 SIGNALING (REACTOME R-HSA-6783783,3)	6/42	1.584	0.040	0.212
8	SIGNALING BY INTERLEUKINS (REACTOME DATABASE ID RELEASE 75 449147)	25/417	1.580	0.047	0.189

Results of the enrichment analysis performed in GSEA software, filtered by *p*-value < 0.05 and FDR < 0.25.

**Table 3:** Gene sets upregulated in 10 days post infection-mice.

Nº	GENE SET NAME	RATIO	NES	NOM *p*-Value	FDR q-Value
1	PID_IL12_2PATHWAY (MSIGDB_C2 PID_IL12_2PATHWAY)	6/59	2.188	0.000	0.003
2	BIOCARTA_NO2IL12_PATHWAY (MSIGDB_C2 BIOCARTA_NO2IL12_PATHWAY)	5/15	1.965	0.003	0.013
3	PID_IL23_PATHWAY (MSIGDB_C2 PID_IL23_PATHWAY)	5/36	1.879	0.006	0.016
4	PID_IL27_PATHWAY (MSIGDB_C2 PID_IL27_PATHWAY)	6/25	1.788	0.012	0.024
5	BIOCARTA_NKT_PATHWAY (MSIGDB_C2 BIOCARTA_NKT_PATHWAY)	8/25	1.642	0.035	0.052

Results of the enrichment analysis performed in GSEA software, filtered by *p*-value < 0.05 and FDR < 0.25.

## Data Availability

Data used in this study have been deposited in GEO under accession code GSE159195.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22137161/s1, Figure S1, Unsupervised hierarchal clustering of gene expression data; Table S1, List of TaqMan assays used for RT-qPCR analysis using Quant Studio^TM^ 12K Flex Real-Time PCR System.

How the deposited data were processed for this re-analysis (not part of the article)

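RNA from the livers of 48 BALB/c mice was measured by RT-qPCR on TaqMan OpenArray plates, in 24 mice infected with *L. infantum* and 24 control mice, 6 of each at 1, 3, 5 and 10 days p.i. Mice were assigned to groups and replicate numbers from their labels, and the mouse codes in Figure 6 of the paper match them. All 48 columns of values were mapped to a mouse.

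The authors deposited 1 table of quantification cycles (Cq), which are values on a log2 scale because 1 cycle stands for a factor of 2, with a lower value for more transcript. According to the methods, the authors amplified each sample in 3 replicate wells on a QuantStudio 12K Flex system, exported the values with its software, took the arithmetic mean Cq and used GenEx for preprocessing, and the platform's values were corrected for amplification efficiency and for candidate reference genes. The table is labelled non-normalized, and the mean Cq of the assays detected in every mouse ran from 20.7 to 25.0 between mice, so the values were taken as not normalized to *Lta4h* and *P38mapk*. What the correction for candidate reference genes was is not given in the sources used here; a shift shared by all assays of a mouse cancels in the relative quantities computed here. How undetected wells were treated and how plates were set against each other are not given in the sources used here. If each of the 10752 values rests on 3 wells, they come from 32256 reactions. The number of detected assays per mouse, 119 to 200 with a median of 176.5, stands for the depth, since no counts underlie a Cq. An undetected well carries only a bound on the transcript, not a level.

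Rows of the table are named by TaqMan assay identifier, without gene names. The reference gene table that was used pairs symbols with RefSeq accessions, and 0 of the identifiers were found in it. Table S1, which lists the assays, was not used here. No gene was therefore named, and the design written before the data were examined changed in these respects. Normalization to *Lta4h* and *P38mapk*, or to either alone, was replaced by the mean Cq of the 69 assays detected in every mouse, which had been listed as an alternative. The components were to be matched to the genes of Table 1 and were instead numbered by the variance they explained, a rule settled after the scores were seen, so all 4 components were tested on all 4 days. The rank of *Cxcl9* and *Cxcl10*, the 5 enrichment tests, the single genes that the paper names and their detection were not analysed here. The rule for named genes was every gene of the paper and, for each day, the 5 largest changes up and down past the threshold among genes detected in at least 3 mice. Without names, the single largest increase and decrease at 1 and at 10 days were given.

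The log2 relative quantity of an assay was the mean Cq of the reference assays of the mouse minus the Cq of the assay, and the NRQ was its linear value. Undetected wells were set 1 cycle above the highest Cq measured for that assay in any mouse. The 10 rows without a Cq in any mouse were left out, and 214 were analysed.

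The table was read in parts of 112 rows, because 3 assays occur in both and because the parts differ in Cq by an amount that varies between mice. Plates were inferred from the decimals. A mean of up to 3 Cq values with 3 decimals is a whole multiple of 1 in 6000 cycles, and the remainder of each value after division by this step was compared within 3e-08. The most common remainder of a mouse was shared by 77.6% to 100% of its values in the first part and by 48.1% to 100% in the second part, and mice with the same remainder were taken as 1 plate. The labels and the paper give no plates, so these are inferred ones. Before a relation between groups was reported, it was looked at by these plates. In the first part no plate held infected and control mice of 1 day or of 10 days together, so a plate term could be fitted there only for 3 and 5 days. In the second part it could be fitted for 1, 5 and 10 days.

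Changed assays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in 1 fit of 8 groups over all 48 mice, by contrasts of infected minus control mice within a day, by the difference between the contrasts of 10 days and 1 day, and by an F test over the 4 control groups. Adjusted p-values are from the Benjamini-Hochberg method over the 214 assays, with a threshold of 0.05. The inferred plate as a random block used duplicateCorrelation with statmod 1.5.0, with each part fitted apart. Principal components were taken from the correlation matrix of the linear NRQ values, with 4 components and no rotation, and scores were compared by exact two-sided permutation tests. Loadings were compared with the lowest ones that Table 1 lists. Components of an alternative were matched by the highest absolute correlation of their scores with those of the main components, and those of the jackknife by the highest absolute correlation of their loadings; the 2 ways gave different components only without infected replicate 2 of 1 day, for component 2. Clustering used Euclidean distance and average linkage on autoscaled NRQ values. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

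The calculations were tested on simulated data before use. Among 214 simulated assays with 40 changed by 3 on the log2 scale, limma recovered 77.5% for infected against control mice at 1 day and 75.0% at 10 days, with 1 false call each. Simulated components recovered 100% of 60 raised assays at 1 day and 97.5% of 40 at 10 days, with the SD of each simulated assay limited to 1. In both simulations the assays varied independently, without differences between the parts, plates or undetected wells. The rates therefore test the calculations and do not give the rate of false calls in the deposited values.

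Alternatives listed before the data were examined were the value given to undetected wells, a filter on assays detected in at least 24 mice, the moderation of the variances, the mice in the fit, the replicate number as a block, the methods' t-test and Mann-Whitney test, varimax rotation, log2 values for the components, and leaving out each mouse in turn. Chosen after seeing the data were a separate reference for each part of the assay list, an undetected value set relative to the lowest relative quantity, the inferred plates as a block or a term, each part alone, every pair of reference assays, and leaving out the first-part values of 5 infected mice of 10 days or the second-part values of 2 infected mice of 1 day, which was chosen after their profiles had been seen. In first looks at the data, 4 references were tried (all 69 assays, a reference within each part, the first part alone, the second part alone), with components and counts of changed assays for each. Every pair of assays was also searched, unrotated and with varimax rotation, for the loadings of Table 1 and the cumulative variance of the paper. No pair matched both, and nothing was taken from that search.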

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

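The tests of RNA input in this part and of inferred plates as a term were chosen only after the results were seen, and that of inferred plates as a random block after the data had been seen; the tests of other splits of the mice were chosen before. Each of 8 groups of 6 mice was examined for 1 mouse far from the others in 6 measures, by the gap to the nearest mouse over the whole range of the group. Of the 48 combinations of group and measure, 13 held such a mouse, where about 1 in 20, or 2.4, would be expected by chance. The measures are not independent of each other, and the design names no difference between mice of 1 group, so no biological explanation was tested for these 13.

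On component 2, control replicate 6 of 5 days scored -1.43 (the other 5 mice of its group -0.0231 to 0.264), control replicate 1 of 10 days -1.12 (the others -0.462 to -0.0904) and infected replicate 6 of 10 days -1.32 (the others -0.411 to -0.111). In the same 3 mice, the mean Cq of the reference assays of the first part of the assay list exceeded that of the second part by more than in their groups, at 4.45 cycles (the others -0.428 to 0.156), 4.92 cycles (the others 0.304 to 1.71) and 5.20 cycles (the others 0.425 to 1.70). A candidate explanation is a difference in the amount of RNA put into the parts. With a separate reference for each part, which removes such a difference, none of the 3 mice was the lowest of its group, and the smallest distance above the lowest of the others was 0.220. Control replicate 1 of 10 days was then the highest of its group, at 0.174 against -0.557 to -0.387, so it still lay apart from the others, now on the other side. Control replicate 6 of 5 days was at -0.274 (the others -0.494 to -0.384) and infected replicate 6 of 10 days at 0.151 (the others -0.128 to 0.302).

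Infected replicate 2 of 1 day scored 4.65 on component 2 (the other 5 infected mice 0.917 to 1.63), with a difference between the parts of 5.84 cycles (the others -2.05 to 0.132). A difference in RNA input alone is argued against here, because the score was 4.76 with a separate reference for each part. Infected replicate 4 then scored 4.33, so that replicate 2 no longer stood alone. These 2 mice were on 1 inferred plate of the second part, and their shared profile is taken up under the other observations.

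Control replicate 1 of 10 days had 170 detected assays, against 186 to 188 in the other 5. The slope of the first-part Cq values of a mouse on the mean of the other mice was lower in 3 mice than in the rest of their groups, at 1.02 in control replicate 1 of 10 days (the others 1.16 to 1.24), 0.996 in control replicate 6 of 5 days (the others 1.15 to 1.23) and 0.871 in infected replicate 2 of 1 day (the others 1.19 to 1.27). These are 3 of the 4 mice that the difference between the parts set apart from their own groups; in the fourth, infected replicate 6 of 10 days, the slope was 0.919 and above those of its group, which were on another plate. The slope of the second part was 1.13 in infected replicate 2 of 5 days, against 1.01 to 1.05 in the other 5 infected mice of that day. No cause was tested for the slopes or for the number of detected assays.

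The infection effect differed between 1 and 10 days in 25 of 214 assays by the limma test of the difference itself. In 100 seeded splits of the mice within both days, the real one included, 3 gave as many. Few splits of single mice thus reached this count, but chance is not excluded, nor is a grouping that follows plates. The other 2 gave 50 and 82 assays and kept infected replicates 2 and 4 of 1 day together. The split with 82 divided 3 inferred plates of the second part at 1 day, so it did not follow them. The split with 50 divided no inferred plate of the second part at 1 day. A difference in RNA input between the parts is argued against as the whole cause, since 60 assays differed with a separate reference for each part, 22 of the 25 among them. Inferred plates stay open. Of 108 second-part assays, 25 differed with its own reference and 40 with the plate as a term, 17 of the 25 among them, but at 1 day this fit compares infected replicates 2 and 4, whose wells may hold another RNA, with 1 control mouse, assumed to vary like the other groups, so that it does not decide. With the plate as a random block 58 assays of both parts differed, 22 of the 25 that differed with the shared reference among them, but in the first part no plate held infected and control mice of the same of these 2 days, so that for its assays plate and infection cannot be told apart. A response that changes with the time after infection remains open too.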

How the results depend on the processing

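Chosen only after the data had been seen were a separate reference for each part of the assay list, the inferred plate as a block or a term, the wells left out, the value of undetected wells set 1 log2 unit below the lowest relative quantity, each part alone, and all pairs of reference assays. None of the 4 named assays changed direction under any alternative for which it was recomputed. No score did either, but for recomputed components this was favoured in advance. Each was picked and given its sign by its correlation with the main scores, on which the infected mice already stood apart. The same limit holds for scores said below to keep their side of the threshold. Unless a cause is given, the cause of a change was not tested.

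For component 2 at 1 day the difference in score, 2.48, kept its side of the threshold in 9 of 9 other settings (1.63 to 2.85, permutation p from 1e-05, the smallest that the resamples can give, to 0.00433). In 5 of these the score is that of a component matched only loosely to component 2, with r = 0.624 for the first part alone, 0.688 on log2 values, 0.704 for the second part alone, 0.710 after varimax rotation and 0.711 with a separate reference for each part. Before adjustment, the difference for component 2 also kept its side with each mouse of the day left out (1.43 to 2.69, exact p from 0.00216 to 0.0433). The lowest value, 1.43 with p = 0.0433, was without infected replicate 2, where the component matched by its scores was the first, with r = 0.849. No adjusted p was computed for these fits. In the main tests an exact p of 0.0411, for component 3 at 1 day, was not past the threshold after adjustment (adjusted p = 0.110). For component 3 at 10 days the difference, 2.52, stayed past the threshold in 7 of 9 other settings and with each mouse left out (2.47 to 2.98). After varimax rotation it was 2.07 (exact p = 0.0584), and with the second part alone 0.493 (exact p = 0.0541; the matched component had only r = 0.324 with component 3), where the 25 assays of that component were absent by construction. On the first part alone component 2 had 11 correlated assays and on log2 values 25, against 45; component 3 had 12 on the second part alone, against 25. Taking each pair of assays as reference gave differences from 0.192 to 3.06 for component 2 (median 2.17) and from 0.315 to 3.06 for component 3 (median 2.30). When each part had a reference of its own, infected minus control was 0.271 at 5 days (exact p = 0.00649, against 0.0376 and 0.974 with the shared reference) and 0.446 at 10 days (exact p = 0.0108, against 0.0769 and 0.688) on component 2, and 0.135 at 1 day on component 3 (exact p = 0.392, against 0.311 and 0.0411), all before adjustment. On component 3 at 5 days it was 0.268 (exact p = 0.0216, 0.0289 adjusted over 8 tests), against 0.217 (exact p = 0.0368, 0.110 adjusted over 16 tests), so that only the adjusted p crossed the threshold; at 1 day the adjusted p was past it with neither reference (0.448 and 0.110). On component 2 at 3 days and on component 3 at 3 days the difference kept its side of the threshold with both. The 4 components explained 66.7% of the variance, 64.6% to 69.8% with the settings listed before the data were examined, 49.2% with a separate reference for each part, and 62.1% and 60.7% with the first or the second part alone. The separate reference removes by construction a difference between the parts that all assays of a part share.

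Of changed assays, limma called 49 at 1 day, 0 at 3 days (24 at an unadjusted p under 0.05), 0 at 5 days (2 unadjusted) and 23 at 10 days, 25 for the difference between 10 days and 1 day and 22 across the control mice of the 4 days. The count stayed within 1.5 times in 8 of 14 other settings at 1 day, 6 of 13 at 3 days, 12 of 13 at 5 days, 3 of 14 at 10 days, 6 of 8 for the difference between days and 5 of 8 across control mice. With undetected wells 1 cycle above the highest Cq of the table, 14 assays differed across control mice. With undetected wells at 40 cycles, 12 were called at 10 days. With undetected wells left out, 39 were called at 10 days among 196 assays tested and 13 across control mice among 183. With assays detected in at least 24 mice, 12 were called at 10 days among 186. With only the 12 mice of the day in the fit, 15 were called at 1 day, 17 at 3 days and 7 at 10 days.

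A separate reference for each part gave 74 assays at 1 day (45 higher, 29 lower, against 26 and 23), 13 at 3 days, 50 at 10 days (31 higher and 19 lower, against 20 and 3) and 60 for the difference between days. Of the calls with the shared reference, 32 of 49 at 1 day and 23 of 23 at 10 days were among them. The inferred plate as a random block, with each part fitted apart, gave 88 at 1 day, 1 at 3 days, 54 at 10 days, 58 for the difference between days and 7 across control mice. Without the first-part values of the 5 mice on the plate without late Cq values, 2 assays were called at 10 days; this leaves 1 infected mouse of that day in the first part, assumed to vary like the other groups, so that fewer calls follow from fewer mice too. Without the second-part values of infected replicates 2 and 4, 45 were called at 1 day.

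The methods' t-test on linear NRQ called 46 assays at 3 days, 6 at 5 days and 38 at 10 days before adjustment, and 0 at 1 day (58 before it), 19 at 3 days, 0 at 5 days and 0 at 10 days after Benjamini-Hochberg adjustment. The exact Mann-Whitney test called 10 at 1 day, 23 at 3 days, 0 at 5 days (7 before it) and 0 at 10 days (34 before it) after adjustment. The calls at 3 days thus depend on the test and on the mice that share the estimate of the spread. With 1 mouse of the day left out, limma called 25 (without infected replicate 4) to 71 (without infected replicate 2) at 1 day, 0 at 3 days each time, 0 to 1 (without infected replicate 3) at 5 days and 18 to 32 at 10 days.

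The replicate numbers do not pair the mice. Over the 24 pairs of an infected and a control mouse of the same number and day, the correlation of deviations from the group means ran from -0.586 to 0.452. With the replicate block and only the 12 mice of the day, 8 assays were called at 1 day, 11 at 3 days and 8 at 10 days.

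The 4 named assays were recomputed 86 times, in other settings and with each mouse left out. In 1 of these an assay was no longer past the threshold, Mm01731378_g1 with undetected wells at 40 cycles (log2 fold change -7.97, adjusted p = 0.0714 from limma; its adjusted p over these settings ran from 3.00e-07 to 0.0714). The settings with the log2 ratio of mean NRQ gave no p. The methods' t-test and the exact Mann-Whitney test were not among the 86. After adjustment the former called 0 assays at 1 and at 10 days, and the latter 0 at 10 days. The fit without the first-part values of the plate without late Cq values was not among them either. For 2 of the assays the size of the change depended most on the value for undetected wells. For Mm00440940_m1 it was -3.56, and -6.76 with undetected wells at 40 cycles, -5.22 with these 1 cycle above the highest Cq of the table and -2.57 with these left out; for Mm01168134_m1 it was 7.60, and 13.9 and 10.05 in the first 2 of these settings. As the log2 ratio of mean NRQ the changes were -2.78 and 9.75.

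Normalization to *Lta4h* and *P38mapk* together or alone, the rank of *Cxcl9* and *Cxcl10*, the 5 enrichment tests and the single genes of the paper, all listed before the data were examined, were not run, because the assays carry no gene names. Undetected wells, 21.7% of all, limit what can be shown for weakly expressed assays: their values are bounds, and the counts at 10 days moved with how they were set.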

Differences from the paper's values

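The limits used were 1.5-fold and the jackknife error over mice (for a loading, this error alone), and a value differed only when outside both. With the main settings the values that the paper states for measures computed here lay within at least 1 of them. For the number of assays on component 2, 45 against 65, this was the 1.5-fold limit alone, the jackknife error being 19.0. For the number of negative loadings on component 2, 11 against 1, it was only because 1 mouse makes this error as large as 13.4. The 4 components explained 66.7% of the variance here, the paper's value being 60.84%. Component 1, with 34.6% here, mainly divided the parts of the assay list, and whether the paper's value holds such a share cannot be told. The share of the 4 components was 49.2% with a separate reference for each part, and 60.1% without infected replicate 2 of 1 day. With the second part of the assay list alone it was 60.7%, with the first part alone 62.1%, and over all pairs of reference assays 50.0% to 85.0%, a range that holds the paper's value; these settings were chosen after the values had been seen. Component 2 had 45 correlated assays, against the paper's 65 genes for PC2, 61 after varimax rotation and 25 on log2 values, both alternatives set before the data were examined, of which the last differs from the paper's number. Component 3 had 25, the same number as the paper gives for PC3; of the alternatives set before the data were examined, log2 values gave 17, assays detected in at least 24 mice 18, varimax rotation 23 and the 2 other values for undetected wells 26 each, and a separate reference for each part, chosen after the values had been seen, gave 30. The highest loadings were 0.724 and 0.917, the paper's being 0.742 and 0.943. The 0.724 belongs to an assay detected in only 3 mice, so that most of its values are those set for undetected wells. Among assays detected in at least 24 mice the highest loading on component 2 was 0.755. Varimax rotation gave 0.994 for component 2 and log2 values gave 0.785 for component 3, both outside the limits. The other alternatives set before the data were examined lay within them. The list holds 221 distinct assays, and the paper states 223 genes. Since the assays carry no gene names, equal numbers do not show that the same genes are meant.

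Some statements of the paper differ from the values found here. The paper names a single gene with a negative correlation to PC2, and here 11 of 45 assays had a negative loading on component 2; the number was 10 to 12 in the settings without rotation listed before the data were examined, and 0 after varimax rotation. Without any 1 of the other mice it was 11 to 15, and without infected replicate 2 of 1 day 0 of 28 on the component matched by its loadings and 68 of 113 on the one matched by its scores. The paper describes the infected mice of 10 days as a group of their own on PC3. Here 5 of 6 lay above all other mice on component 3, and infected replicate 6, at -0.153, lay below 6 of the 42 mice of other groups, although above all control mice of its day. It scored 0.174 with a separate reference for each part, chosen after the values had been seen, and 6 of 6 lay above all other mice, the highest of which scored 0.0858, so that the values then go with the paper's statement. The paper attributes the profile of 1 day to that day alone; for component 2, which carries it, no difference was past the threshold at 3, 5 or 10 days with the shared reference (exact permutation p = 0.331, 0.974 and 0.688). With the separate reference, infected mice also scored higher at 5 days, by 0.271 (exact permutation p = 0.00649, 5 of 6 above all control mice of the day), and at 10 days, by 0.446 (exact permutation p = 0.0108, 2 of 6), against 2.24 at 1 day. Whether these differences themselves changed between days was not tested.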

Other observations

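The splits of the mice were chosen before the results they concern, and the tests of inferred plates on changed assays and on control mice and of RNA input on control mice after the data had been seen; the tests of early-ending Cq values, of RNA input on the scores, of another RNA in 2 mice, of a response in both parts or in all 6 mice, of the repeated assays, of plates for the shared profile and of plates as a term in the second part at 1 day were chosen only after the results were seen.

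The raised score of component 3 at 10 days coincides with 1 inferred plate. Infected replicates 1 to 5 of 10 days were the only mice on this plate of the first part, and the highest Cq of any of them there was 25.7, against at least 30.5 in each of the other 43 mice. In the second part their highest Cq was 30.5 to 31.9, within the range of the others. The slope of their first-part Cq values on the mean of the other mice was -0.0314 to 0.506, against 0.871 to 1.28 in the others, while in the second part it was 0.958 to 1.04. For the 23 first-part assays with a mean Cq of 28 to 30 in the other mice, the median Cq was 24.4 in these 5 mice and 29.4 in the control mice of 10 days; for the 5 assays with a mean Cq of 20 to 22 it was 22.6 and 21.1. Weak assays thus read earlier and strong ones later. Between 53 and 87 first-part assays were detected in these mice. A candidate explanation for the raised score is that the Cq values of this plate end early for a technical reason, which was not identified, since infected replicate 6, on another plate with a slope of 0.919, scored -0.153. This mouse scored 0.174 with a separate reference for each part, against 2.46 to 3.13 in the other 5 and at most 0.0858 in the 42 mice of other groups, so its score was then raised too, though far less, and the plate need not be the whole cause. That is 1 mouse, and no plate of the first part holds infected and control mice of this day, so a response of the first-part assays to infection stays open.

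A difference in RNA input between the parts is argued against as the cause of the raised component 3 score, which stayed apart with a separate reference for each part (exact permutation p = 0.00216). Whether the response of 10 days extends to the assays of both parts cannot be told: in the second part alone the matched score differed by 0.493 (exact permutation p = 0.0541). In the second part with its own reference, limma called 2 of 108 assays at 10 days, both lower in infected mice, and 9 at an unadjusted p under 0.05; in 100 splits of the mice, only the real one gave 2, and with the plate as a term 1 was called. Of the first-part assays with their own reference, 51 of 106 were called.

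For the 23 assays changed at 10 days, 6 of 100 splits of the 12 mice gave as many, the real one included, so chance cannot be excluded. The split with the most, 28 assays, set infected replicates 1 to 5 with 1 control mouse against infected replicate 6 and the other 5 control mice, and so kept the 5 mice of the early-ending plate together. The 4 further splits, with 23 to 26 assays, kept 4 of these 5 mice together and put infected replicate 6 on the other side. With the inferred plate as a random block 54 assays were called, 23 of the 23 among them, which does not separate the plate from infection in the first part.

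At 1 day, infected replicates 2 and 4 shared a profile in the second part. Over the 43 second-part reference assays, the deviations of these 2 mice from the mean of all mice correlated with r = 0.963 across assays, which are not independent replicates, and 0 of the 1127 other pairs of mice reached this; the highest was 0.686. For the first part r was 0.667, within the 0.433 to 0.886 seen among the 6 infected mice of that day. Their second-part slopes on the other mice were 0.553 and 0.567, against 0.948 to 1.15 in the other 46 mice. A difference between plates is argued against as the cause, because the 5 other mice on the same inferred plate had slopes of 1.06 to 1.08. Another RNA in the second-part wells of these 2 mice, such as a mixed or exchanged sample, may explain the profile; this was found and tested on the same data, and no partner for an exchange was identified. The first part does not settle it, since replicate 2 lay apart from the other 5 infected mice there too, with a slope of 0.871 against 1.19 to 1.27 and 60 detected assays against 84 to 99, while replicate 4 did not. A response of these 2 mice that shows only in second-part assays was not tested.

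These 2 mice do not account for the whole difference of component 2 at 1 day. With the shared reference the 4 other infected mice scored higher than the 6 control mice (exact permutation p = 0.00952). This does not decide, since their differences between the parts, -2.05 to -1.25 cycles, were the lowest of all mice. With a separate reference for each part, which removes such differences, they still scored higher, as given below. That argues against another RNA in the wells of the 2 mice as the whole cause. RNA input is argued against only as the whole cause, with exact permutation p = 0.00216 with the separate reference. The matched component there had r = 0.711 with component 2 and was led by infected replicates 2 and 4, at 4.76 and 4.33. Whether all 6 mice responded to infection cannot be told. With the separate reference the 4 mice scored 0.277 on average against -0.542 in control mice (exact permutation p = 0.00476), but they were on a second-part plate without control mice, so plate and infection coincide. In the second part with its own reference, 52 of 108 assays were called at 1 day, 57 with the plate as a term, which rests on 1 control mouse, and 23 with only these 4 infected mice.

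For the 49 assays changed at 1 day, 2 of 100 splits gave as many, the real one included. Few splits of single mice thus reached this count, but chance is not excluded, nor is a grouping that follows plates. The other one gave 94 assays and divided no inferred plate of the second part: it set infected replicates 2 and 4 with control replicates 1 to 4 against the other 4 infected mice with control replicates 5 and 6. With the inferred plate as a random block 88 assays were called, 36 of the 49 among them. With the plate as a term, 57 of 108 second-part assays were called, 39 of the 52 called without it among them. This fit compares infected replicates 2 and 4 with 1 control mouse, assumed to vary like the other groups, and says nothing about the other 4 infected mice, which were on a plate of their own, so that plates stay open for the second part too. For first-part assays, plate and infection cannot be told apart at 1 day, since its plates held either infected or control mice of that day. Within groups, 0 of 106 first-part assays differed between plates, and the correlation within plates was -0.0162. In the second part these values were 53 of 108 and 0.380, with 7 of 108 without the infected mice of 1 day. The 0 does not show that first-part plates were alike. The plate of infected replicates 1 to 5 of 10 days and that of replicate 6 were among those compared. Their mice had slopes of -0.0314 to 0.506 against 0.919, and a highest Cq of at most 25.7 against 31.4. The plate of the infected mice of 1 day held no other mice and was not among these comparisons.

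The parts of the assay list differed in Cq by an amount of its own in each mouse. A difference in RNA input between the parts would shift all assays of a part alike, and the 3 assays measured in both parts shifted with the reference assays over the 48 mice (r = 0.946, permutation p = 1e-05, the smallest that the resamples can give), with a slope of 0.896, when these 3 were left out of the reference. This is consistent with separate loading of RNA for each part. It matters for every comparison between assays of different parts, for which a single reference cannot correct.

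At 3 and at 5 days limma called 0 assays (24 and 2 at an unadjusted p under 0.05), so that all 100 splits gave as many and 100 of 100 says nothing against chance. After adjustment the methods' t-test called 19 assays at 3 days and 0 at 5 days, and the exact Mann-Whitney test 23 and 0, while a separate reference for each part gave 13 by limma. The score of component 3 was also higher in infected mice at 3 days, by 0.497 (exact permutation p = 0.00216, 0.0115 adjusted over the 16 tests of scores), with 6 of 6 infected mice above all control mice of the day. With this shared reference the higher score was not a rise of the 25 assays correlated with component 3. Of these, 5 were higher and 20 lower at 3 days (median log2 difference -0.45). With a separate reference for each part 17 were higher and 8 lower. The paper does not report changed genes at 3 days as a group, and these values were not examined further.

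Across the control mice of the 4 days, 22 assays differed by the limma F test, 8 in the first part and 14 in the second part. Only the real one of 100 splits of the 24 control mice gave as many, and the highest other split gave 4. This argues against chance for splits of single mice, which do not follow plates. RNA input is argued against as the whole cause, since 29 assays differed with a separate reference for each part, 13 of the 22 among them. Inferred plates stay open for both parts. In the first part no plate held control mice of more than 1 day, so plate and day cannot be told apart for its 8 assays. In the second part 25 assays differed with its own reference and 4 with the plate as a term. However, this term widened the standard errors of the contrasts between days 1.94 to 3.46 times. Within groups, 53 of 108 second-part assays differed between plates, and 7 without the infected mice of 1 day, against 0 of 106 in the first part. This 0 does not show that first-part plates were alike, since the comparison included the early-ending plate of 10 days. The paper compares infected mice of a day with all other mice, which include the control mice of all days. A change of the control mice with time or age was not tested.

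Assay Mm01731378_g1, the largest decrease at 10 days, took values far apart within several groups. Its range over the 6 mice was 9.72 on the log2 scale in control mice of 1 day, 10.2 in control mice of 3 days, 13.1 in infected mice of 3 days and 10.4 in control mice of 5 days, against 1.71 in infected and 2.89 in control mice of 10 days. Its change at 10 days, -7.97, is no larger than these ranges. The assay was singled out after its values were seen in this respect, and no cause was tested.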
